# “Hit-and-Run” transcription: *de novo* transcription initiated by a transient bZIP1 “hit” persists after the “run”

**DOI:** 10.1186/s12864-016-2410-2

**Published:** 2016-02-03

**Authors:** Joan Doidy, Ying Li, Benjamin Neymotin, Molly B. Edwards, Kranthi Varala, David Gresham, Gloria M. Coruzzi

**Keywords:** Transcription factor (TF), Target gene, 4-thiouracil (4tU), Dynamic regulation, Gene regulatory networks, “hit-and-run” transcription, Transcriptional regulation

## Abstract

**Background:**

Dynamic transcriptional regulation is critical for an organism’s response to environmental signals and yet remains elusive to capture. Such transcriptional regulation is mediated by master transcription factors (TF) that control large gene regulatory networks. Recently, we described a dynamic mode of TF regulation named “hit-and-run”. This model proposes that master TF can interact transiently with a set of targets, but the transcription of these transient targets continues after the TF dissociation from the target promoter. However, experimental evidence validating active transcription of the transient TF-targets is still lacking.

**Results:**

Here, we show that active transcription continues after transient TF-target interactions by tracking *de novo* synthesis of RNAs made in response to TF nuclear import. To do this, we introduced an affinity-labeled 4-thiouracil (4tU) nucleobase to specifically isolate newly synthesized transcripts following conditional TF nuclear import. Thus, we extended the *TARGET* system (Transient Assay Reporting Genome-wide Effects of Transcription factors) to include 4tU-labeling and named this new technology *TARGET*-*tU*. Our proof-of-principle example is the master TF Basic Leucine Zipper 1 (bZIP1), a central integrator of metabolic signaling in plants. Using *TARGET*-*tU*, we captured newly synthesized mRNAs made in response to bZIP1 nuclear import at a time when bZIP1 is no longer detectably bound to its target. Thus, the analysis of *de novo* transcripomics demonstrates that bZIP1 may act as a catalyst TF to initiate a transcriptional complex (“hit”), after which active transcription by RNA polymerase continues without the TF being bound to the gene promoter (“run”).

**Conclusion:**

Our findings provide experimental proof for active transcription of transient TF-targets supporting a “hit-and-run” mode of action. This dynamic regulatory model allows a master TF to catalytically propagate rapid and broad transcriptional responses to changes in environment. Thus, the functional read-out of *de novo* transcripts produced by transient TF-target interactions allowed us to capture new models for genome-wide transcriptional control.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2410-2) contains supplementary material, which is available to authorized users.

## Background

The ability of plants to mount rapid responses to changes in nutrient signals is key to their survival. In response to extracellular signals, a cell must regulate the expression of thousands of genes within a short time. For example, plant roots mount a broad transcriptional response within just three minutes of exposure to external nitrate treatment [1]. In this process, the signals are transduced by master regulator transcription factors (TFs), initiating the expression of their target genes and propagating rapid and broad transcriptional responses to environmental changes [2, 3]. However, capturing and modeling the dynamics of such rapid signal-induced responses in gene regulatory networks remains challenging [4, 5].

Recently, a dynamic mode of TF regulation named “hit-and-run” was described for the master regulator Basic Leucine Zipper 1 (bZIP1) in propagating nitrogen nutrient signals [6]. In this “hit-and-run” model, a master TF binds to the promoter of a set of “transient” gene targets (the “hit”) to initiate transcription, and then leaves the promoters (the “run”), while the transcription of the “transient” targets continues even after the TF dissociation. This “hit-and-run” model of continued transcription resulting from a transient interaction with a master TF was first proposed decades ago [7]. This “hit-and-run” model has gained experimental support now in the genomic era, and has been reinvoked to enable rapid activation of a network of genes in response to nutrient signals [4, 6, 8]. However, the prior studies measured levels of steady state mRNA – and not nascent transcripts– thus, irrevocable evidence supporting the continued *de novo* transcription of “transient” targets after TF dissociation is still lacking.

Here, we used a novel experimental approach to capture nascent transcripts by assaying *de novo* synthesis of mRNAs in response to conditional import of a TF into the nucleus (Fig. 1). Standard transcriptional assays measure total cellular levels of mRNA. In these assays, changes in mRNA levels of target genes in response to TF perturbation cannot be quantifiably attributed to *de novo* RNA synthesis at the time of assaying. Thus, we developed an approach to track *de novo* RNA synthesis in response to TF nuclear import.

**Fig. 1:**
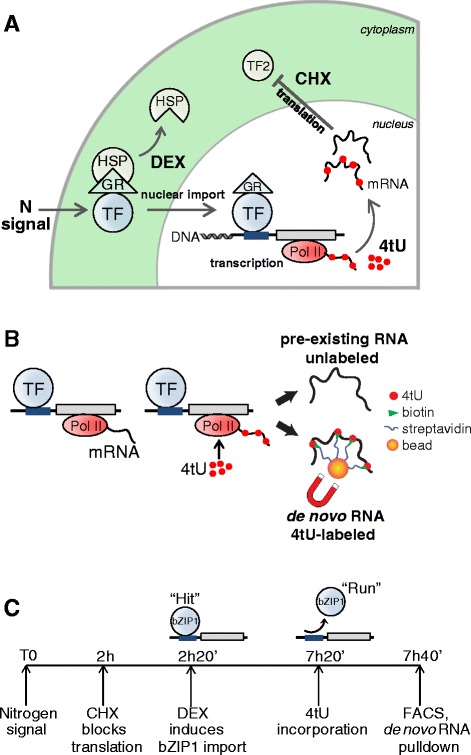
*TARGET*-*tU* identifies actively transcribed TF targets. Schematic of the *TARGET*-*tU* system. **a** Protoplasts (plant cells dissociated from whole roots) transfected with a 35S::GR::TF construct are sequentially treated with: i) the nitrogen (N) signal transduced by the TF, ii) cycloheximide (CHX) to block translation, allowing RNA synthesis of only primary TF targets, iii) dexamethasone (DEX) to release the GR-TF fusion from the cytoplasmic heat shock complex (HSP), inducing nuclear import. Five hours after DEX-induction of TF nuclear localization, cells were exposed to iv) 4-thiouracil (4tU) so that thio-labeled UTP nucleotides are incorporated into newly synthesized RNA (see also **c** and Additional file 2: Figure S1). **b** Thiol-specific biotinylation and pull-down with streptavidin-coated magnetic beads enable selection of newly synthesized transcripts apart from pre-existing transcripts. **c** Timeline of the sequential treatments described in this study. Cell protoplasts were exposed to 4tU nucleobase 5 h after bZIP1 nuclear activation, to show the continued transcription of “hit-and run” targets

The introduction of a nucleobase analogue, 4-thiouracil (4tU), allows affinity-based capture of *de novo* synthesized RNA [9, 10]. When cells or organisms are exposed to 4tU, RNA synthesized post-introduction will incorporate thio-substituted UTP nucleotides into their sequence. This approach represents the state-of-the-art methodology to study transcription dynamics in model organisms [11–13], and was recently adapted in Arabidopsis to determine transcription rates in response to changes in temperature [14]. In our current study, we developed a new application of this approach by combining TF-perturbation with 4tU-labeling, to capture newly synthesized transcripts of dynamic TF target interactions, including ones resulting from transient bZIP1-target binding. Using this system, we detected the continued generation of new transcripts after transient TF-target binding and dissociation of bZIP1 from the promoter of its gene targets. These results provide clear and direct evidence of sustained transcription of transient targets beyond TF dissociation and thus support the “hit-and-run” model of transcription.

## Results and discussion

### Combining conditional activation of TF with 4tU-labeling to capture *de novo* transcribed targets

We modified the cell-based TF perturbation assay called *TARGET* (Transient Assay Reporting Genome-wide Effects of Transcription factors), which can identify primary TF targets from either TF-regulation (by transcriptomics) or TF-binding (by ChIP-Seq) events assayed in the same cell samples [6, 15]. Herein, we extended the *TARGET* system to include 4tU-labeling (*TARGET*-*tU* pronounced *TARGET* “*two*”), which enabled us to capture *de novo* RNA synthesis induced by the conditional nuclear import of a TF-of-interest (Fig. 1a). *TARGET* and *TARGET*-*tU* are comparable with the main modifications applied in *TARGET*-*tU* being the introduction of 4-thiouracil (Additional file 1: Table S1). In the *TARGET*-*tU* assay, the TF-of-interest is expressed in isolated root cells, but is retained in the cytoplasm due to the interaction between the fused glucocorticoid receptor (GR) tag and the cytoplasmic heat shock protein (HSP90). Treatment with dexamethasone (DEX) disrupts the GR-HSP90 complex, allowing nuclear import of the TF. This conditional nuclear localization of the TF in the presence of 4tU enables the incorporation of labeled UTP into actively transcribed TF-targets (Fig. 1a). By performing DEX-induction of nuclear import following a pretreatment with cycloheximide (CHX, Fig. 1c), we can identify direct targets of a TF in the *TARGET* system [6, 15, 16], as has also been shown previously in whole plants [17].

One major advantage of 4tU-tagging of mRNA is that it covalently labels nascent transcripts only, and therefore it is ideally suited for detecting dynamic changes in transcription of transient TF-target interactions. Using affinity capture, nascent 4tU-labeled RNA can be distinguished from pre-existing unlabeled RNA (Fig. 1b). Conditional induction of TF nuclear import combined with metabolic 4tU-labeling of nascent transcripts, to our knowledge, has not previously been used in any other organisms. Importantly, the *TARGET*-*tU* approach can be adapted to study any candidate TF, providing a robust means of identifying actively transcribed TF-targets in the context of dynamic gene regulatory networks.

### Capturing actively transcribed bZIP1 targets

We applied the *TARGET*-*tU* approach to study the mode of action of a master TF Basic Leucine Zipper 1 (bZIP1), a central integrator of metabolic signaling by carbon and nitrogen in plants [6, 18–22]. Specifically, to identify actively transcribed direct bZIP1 targets, following conditional TF nuclear import, we compared 4tU-labeled fractions between bZIP1 expressing cells (4tU-bZIP1) and an empty vector control (4tU-EV, Additional file 2: Figure S1) using microarrays. This enabled us to identify 283 newly synthesized mRNAs in the bZIP1-transfected cells, compared to the empty vector control (Fig. 2a). These direct bZIP1 targets shown in the heatmap in Fig. 2a, correspond to 115 genes whose transcription is actively induced by bZIP1, and 168 genes whose transcription is repressed by bZIP1 at the time of assaying (Additional file 3: Dataset S1).

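Labeled transcripts were measured in root protoplasts on 11 ATH1 arrays. Of these, 6 came from cells expressing bZIP1 fused to GR, a steroid receptor domain that keeps the TF out of the nucleus until dexamethasone is given, and 5 came from cells with the empty vector. Each array is a biological replicate of its own. All cells received 20 mM KNO3 and 20 mM NH4NO3, for 2 h by the paper's methods and for 100 min by the sample labels. They then received 35 µM cycloheximide, which blocks translation, for 20 min, 10 µM dexamethasone for 5 h, and 1.5 mM 4tU with 0.2 mM uracil for 20 min, and by the methods 30000 transfected cells were sorted per sample. The deposited values are intensities that the authors normalized with GCRMA, on the linear scale. They were log2-transformed with no pseudocount and no filter on dim probe sets, and 4tU-bZIP1 was compared with 4tU-EV by limma, with Benjamini-Hochberg adjusted p under 0.1 as the threshold because the methods use an FDR cutoff of 10%. The test covered 19524 features, of which 11884 are genes with a name, each read from the probe set with the highest mean, and 7640 are probe sets that the tables at hand do not pair with a gene. The probe set of bZIP1 itself is among those without a name, so the level of bZIP1 was not analysed here. Whether a change in a probe set without a name is that of bZIP1 itself is not known. Levels are given as the mean intensity ± SD over arrays, and fold changes on the log2 scale. For single genes an exact two-sided permutation test over all ways to divide the arrays into groups of these sizes stands beside limma, and the smallest p it can give is 0.0022. The number of arrays limits the precision. The array of 4tU-bZIP1 replicate 1 stood apart from the rest, with a median correlation of 0.878 with the other arrays where these had 0.943 to 0.965, and with 6643 probe sets at an intensity of 32 or more where these had 7228 to 7594. The filters for protoplasting and cycloheximide effects named in the methods rest on other experiments and were not repeated.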

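In cells expressing bZIP1, 32 labeled transcripts were higher and 4 were lower than in the empty vector control. Among the largest rises with a gene name were AT5G08350, which encodes a GRAM domain protein, DIN10, a gene of the raffinose synthase family that is induced in darkness, GAT1_2.1, which encodes a protein like glutamine amidotransferases, and MIOX2, an enzyme that breaks down myo-inositol. The 4 falls were AT5G33300, the receptor-like kinase CRK3, SPX2, whose protein takes part in phosphate signaling, and AT3G15670, which encodes a late embryogenesis abundant protein. GAT1_2.1 (AT1G15040) had an intensity of 3615 ± 436 (SD, n = 6) in 4tU-bZIP1 and 733 ± 261 (SD, n = 5) in 4tU-EV, a log2 fold change of 2.36 (standard error 0.20, adjusted p = 0.0020 from limma). The kelch repeat gene AT1G67480 rose by 2.34 on the log2 scale (standard error 0.20, adjusted p = 0.0020 from limma). MIOX2 (AT2G19800) had 3542 ± 991 (SD, n = 6) against 821 ± 316 (SD, n = 5), a log2 fold change of 2.16 (standard error 0.31, adjusted p = 0.038 from limma). DIN10 (AT5G20250) rose by 2.38 (standard error 0.40, adjusted p = 0.097 from limma). On all arrays AT5G08350 showed the largest rise, 3.47 (standard error 0.51, adjusted p = 0.042 from limma), and 3.08 to 3.64 in the fits without 1 array. Its intensity went from 18.7 ± 7.44 (SD, n = 5) to a wide range of 115 to 731 over the 6 arrays of 4tU-bZIP1. The highest was in replicate 1, the array that stood apart. CRK3 (AT1G70530) had 158 ± 33.1 (SD, n = 6) in 4tU-bZIP1 and 313 ± 38.2 (SD, n = 5) in 4tU-EV, a log2 fold change of -1.0 (standard error 0.16, adjusted p = 0.066 from limma). SPX2 (AT2G26660) changed by -0.72 (adjusted p = 0.030 from limma), AT3G15670 by -0.61 (adjusted p = 0.041) and AT5G33300 by -1.90 (adjusted p = 0.038). With values under 16 raised to 16 the AT5G33300 log2 fold change was -0.90 (adjusted p = 0.405 from limma), and its call ended. Of the 32 rises, 21 carry a gene name and 11 are probe sets without one, among them those with log2 fold changes of 3.22 and 3.05. In all 36 called features the arrays of the groups did not overlap, as in 0.86% of the features tested, where chance gives 0.43%. The calls of DIN10, CRK3, AT5G08350, MIOX2 and AT5G33300 ended when 1 array was left out, in 10, 9, 6, 5 and 5 of the 11 such fits. The number of rises fell to 17, 18 and 19 without 4tU-bZIP1 replicates 5, 4 and 2 and to 19 without 4tU-EV replicate 2, and the number of falls went to 1 without 4tU-bZIP1 replicate 5 and to 11 without 4tU-EV replicate 5. With arrays weighted by their quality, 66 features were higher and 27 lower. With the replicate number as a block, on replicates 1 to 5, none was called.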

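Every one of the 115 genes that Dataset S1 lists as induced had a higher mean in 4tU-bZIP1, with a median log2 fold change of 1.37 (quartiles 1.19 and 1.62). Of the 168 genes listed as repressed, 167 had a lower mean of log2 values, with a median of -1.28 (quartiles -1.44 and -1.08). The exception, AT1G21830, named after its value was seen, was tested through another of its probe sets than the one in Dataset S1. On mean intensities 166 of the repressed genes were lower, since AT2G43000 is lower on the log2 scale and higher on the linear scale. By limma 17 of the induced genes passed the threshold, among them STY46, a protein kinase gene with a log2 fold change of 1.31 (standard error 0.16, adjusted p = 0.013), and DRT112, a plastocyanin gene with 2.74 (standard error 0.44, adjusted p = 0.072, a call that ended in 9 of the fits without 1 array and with values under 16 raised to 16, where the DRT112 log2 fold change was 1.77). Of the repressed genes 3 passed, which were AT5G33300, CRK3 and SPX2. At an unadjusted p under 0.05 the numbers were 76 and 114. In the fits without 1 array, between 7 and 15 of the induced genes passed, with 7 without 4tU-bZIP1 replicate 4 or 5. Each array of 4tU-bZIP1 showed both shifts. The median difference of the induced genes from the mean of 4tU-EV was between 1.06 and 1.68 on the log2 scale over these arrays. For the repressed genes it was -1.85 in replicate 1, the array that stood apart, and between -1.15 and -0.71 in the other arrays of 4tU-bZIP1. The lists were chosen by the study on these arrays, so their direction is not independent evidence.

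**Figure D1:**
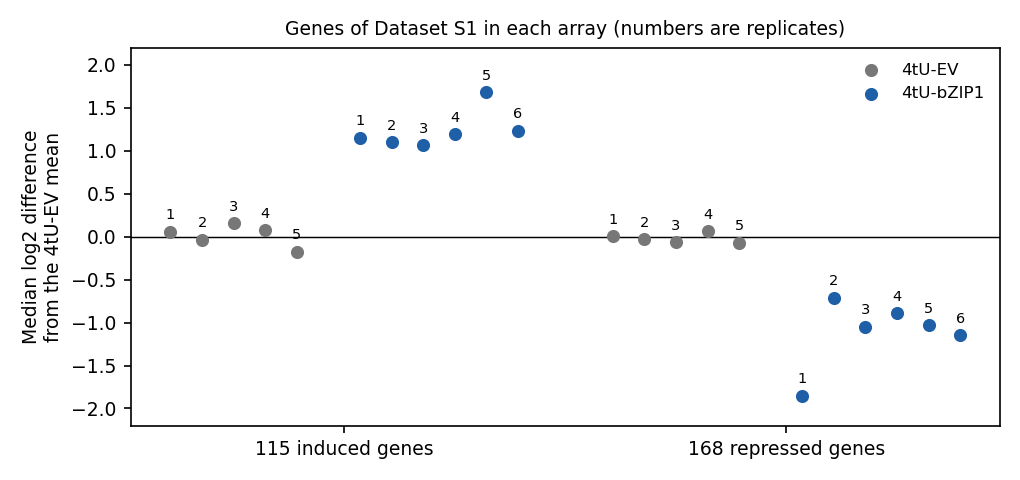
Median log2 difference of the 115 induced and the 168 repressed genes of Dataset S1 from the mean of the 4tU-EV arrays, 1 point per array, with the replicate number above each point. The 4tU-EV arrays lie between -0.18 and 0.16 in both lists, and each 4tU-bZIP1 array lies above them for the induced genes and below them for the repressed genes.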

**Fig. 2:**
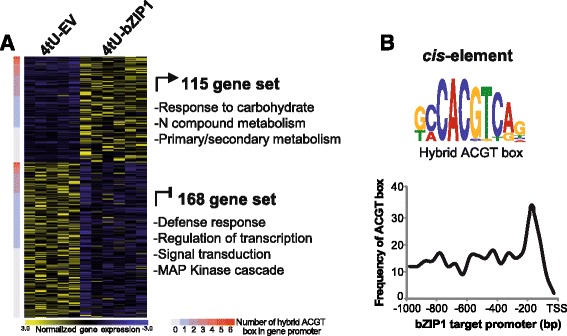
Actively transcribed targets of the master TF regulator bZIP1. **a** Transcriptomics profile of 4tU-labeled mRNA fractions from cells overexpressing bZIP1 (4tU-bZIP1) and empty vector control (4tU-EV), 5 h after bZIP1 activation. A heat map shows the expression profiles of 115 genes induced and 168 genes repressed by bZIP1 using 4tU-labeling and selection of actively transcribed genes. Heat map shows z-score normalized expression for genes/rows (from light yellow to dark blue gradient) using Mev [29]. Actively induced and repressed bZIP1 targets are ranked according to the number of ACGT hybrid box (0–6 boxes: from blue to red gradient) present in the 1 kb promoter regions upstream of the transcription start site (TSS). Gene ontology (GO) terms over-representation of actively induced and repressed gene sets selected from a singular enrichment analysis using Arabidopsis genome (TAIR10) as a reference with an FDR cutoff of 5 % (also see Additional file 4: Figure S2 for complete GO terms enrichment). **b** Identification of the known bZIP1 ACGT binding motif based on *cis*-elements discovery using MEME [32] (top panel, 45 sites, e-value = 6.2e^−11^) and known *cis*-element enrichment using Elefinder [33] (bottom panel, 299 sites, e-value = 8.2e^−5^) using 1 kb promoter regions. The frequency of ACGT hybrid box identified by Elefinder in the 1 kb promoter regions of bZIP1 targets were plotted to show the proximity of binding sites relative to the canonical transcription start site

These 283 genes whose transcription is initiated or repressed by bZIP1 nuclear import are significantly enriched for gene ontology (GO) terms associated with the known functions of bZIP1 including, regulation of transcription as well as primary and secondary metabolic processes (Additional file 4: Figure S2; [21]). In addition, *cis*-element analysis of the promoter regions of these target genes identified the known bZIP1-binding site (Fig. 2b; [23]). 

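Some genes of amino acid breakdown were higher in cells expressing bZIP1, and most of those measured did not pass the test. Of 8 measured genes of branched-chain amino acid catabolism, MCCA and ALDH6B2 rose, none fell and 6 did not pass the test. Of 9 genes of other amino acid catabolism, MGL, which encodes methionine gamma-lyase, rose and 8 did not pass. BCAT-2, a branched-chain aminotransferase, ERD5, the proline dehydrogenase, GDH2, a glutamate dehydrogenase, and THA1 rose too. BCE2 (log2 fold change 1.52, adjusted p = 0.25 from limma) and BCDH BETA1 (1.27, adjusted p = 0.85 from limma), of the branched-chain list, did not pass. These 6 genes are named only through Dataset S1, which favors the study's own calls, and were left out of these counts and of the tests on lists. MCCA, ALDH6B2 and MGL stayed in, though Dataset S1 lists them as induced too. The values of Dataset S1 had been read before the lists were written. The tests on lists are therefore not independent of the study's choice of genes. ERD5 (AT3G30775) had an intensity of 9672 ± 1614 (SD, n = 6) in 4tU-bZIP1 and 4003 ± 315 (SD, n = 5) in 4tU-EV, a log2 fold change of 1.26 (standard error 0.11, adjusted p = 0.0020 from limma). GDH2 (AT5G07440) had 7363 ± 615 (SD, n = 6) and 4569 ± 689.8 (SD, n = 5), a log2 fold change of 0.70 (standard error 0.10, adjusted p = 0.051 from limma). For BCAT-2 (AT1G10070) these were 923 ± 421 (SD, n = 6) and 118 ± 49.2 (SD, n = 5), a log2 fold change of 2.99 (standard error 0.39, adjusted p = 0.027 from limma). MGL (AT1G64660) rose by 1.6 (standard error 0.26, adjusted p = 0.076 from limma). The branched-chain list moved up against all other genes (camera with a preset correlation of 0.01, adjusted p = 0.000466, median log2 fold change 0.40), and so did the other list (adjusted p = 0.0316, median 0.51). Both calls were lost with an estimated correlation, at an adjusted p = 0.0622 for the first list and 0.0834 for the other. By fry, which tests whether the members of a list move 1 way on balance, the adjusted p was 0.00522 for both. Adjusted over the list alone, 2 branched-chain genes were higher. In the other list 3 were higher when adjusted over the list alone, MGL, the asparaginase gene ASPGB1 (log2 fold change 1.86) and the lysine-degrading enzyme gene AT4G33150 (1.00), and ETFALPHA was lower (-0.71). The calls of MGL, THA1, ALDH6B2 and GDH2 ended in 10, 10, 8 and 7 of the fits without 1 array, and those of MCCA, BCAT-2 and ERD5 in none. The list of other amino acid catabolism did not pass after each array was centred on its median (adjusted p = 0.0750), with array weights (adjusted p = 0.101), without 4tU-EV replicate 5 (adjusted p = 0.215) and without 4tU-bZIP1 replicate 4 or 2 (adjusted p = 0.0996 and 0.0588, all by camera with limma).

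**Figure D2:**
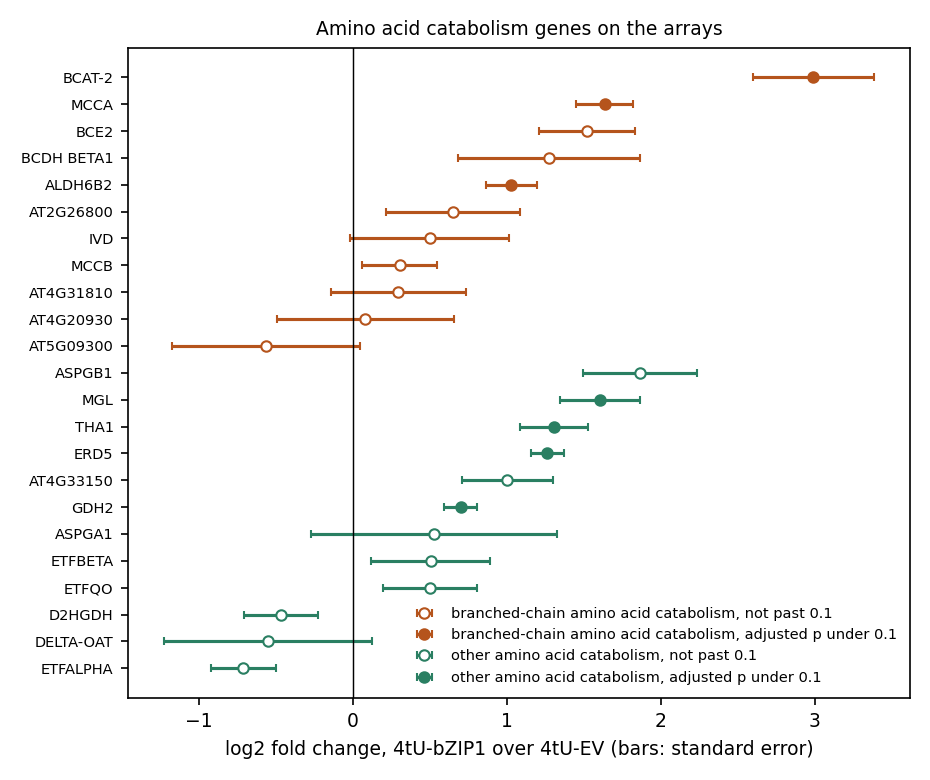
Log2 fold change, 4tU-bZIP1 over 4tU-EV, of the measured genes of branched-chain and of other amino acid catabolism, with bars for the standard error and filled points for an adjusted p under 0.1. BCAT-2 lies highest at 2.99 and ETFALPHA lowest at -0.71. The genes named only through Dataset S1 are drawn too.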

The bZIP-binding site (AGCT) was found in 170 bZIP1 targets (77 induced and 93 repressed direct targets), possessing up to 6 ACGT binding boxes in their promoters (Fig. 2a, Additional file 3: Dataset S1). This represents a total of 299 ACGT binding boxes identified in target genes specifically enriched in the proximal regions of the promoters (Fig. 2b), confirming that bZIP1 binds most proximal to the transcription start site [2]. 

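Genes that rose or fell in the study's lists include genes with and without an ACGT box. Among induced genes the median size of the log2 fold change was 1.37 for the genes in whose promoters Dataset S1 lists at least 1 box and 1.39 for those with none, and among repressed genes it was 1.29 and 1.28. Of the induced genes that rose, 14 have a box, such as AT5G08350, DIN10, BCAT-2, GAT1_2.1 and GDH2, each with 3 boxes, and 3 have none, which are THA1, ALDH6B2 and STY46. Among the repressed genes that fell, CRK3 and AT5G33300 have 2 boxes each and SPX2 has none. All these genes were chosen for their change on these arrays, which narrows the range of sizes in both kinds, and the sizes were not tested against each other. The box counts are the paper's, from Dataset S1. They sum to 152 boxes in 77 induced genes (67.0% of the list, with at most 5 boxes in a promoter) and 147 boxes in 93 repressed genes (55.4%, with at most 6). The shares were not told apart by a two-sided Fisher's exact test (p = 0.0636), which does not show that they are equal. The promoter sequences themselves were not analysed here.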

Altogether, these results are consistent with actively transcribed genes captured by 4tU-labeling being direct targets of bZIP1.

### Comparison of *de novo* transcribed targets from 4tU-labeled RNA to targets from total RNA

The differentially transcribed targets identified from 4tU-labeled RNA fractions were then compared to previously reported bZIP1 targets identified from total mRNA (Fig. 3; [6]). In the previous study, bZIP1 was proposed to mediate metabolic signals through a “hit-and-run” model of transcription. Based on analysis of direct targets identified by TF-regulation (microarray) or TF-binding (ChIP-Seq), Para *et al*., [6] uncovered three different classes of direct bZIP1 targets: Class I “poised” targets (TF bound but target not regulated), Class II “stable” targets (TF bound and gene regulation), and the largest Class III “transient” targets (gene regulation without observable TF-binding). In our prior *TARGET* study, regulation of target genes was determined as changes in steady-state mRNA at 5 h after bZIP1 nuclear import [6]. In this current study, we started the incorporation of the 4tU-labeled nucleobase 5 h after bZIP1 nuclear activation, for an additional 20 min (Fig. 1c, Additional file 2: Figure S1). Time-course ChIP-Seq studies showed that at this late time-point, bZIP1 has “run”, and the TF is no longer bound to the promoter region of its Class III transient targets (Fig. 3, Fig. 4a; [6]). In our present study, the functional read-out captured by 4tU-labeling enables us to determine if such transient bZIP1 targets are indeed *de novo* transcribed at times when the binding analysis shows that bZIP1 is no longer bound to the promoters.

**Fig. 3:**
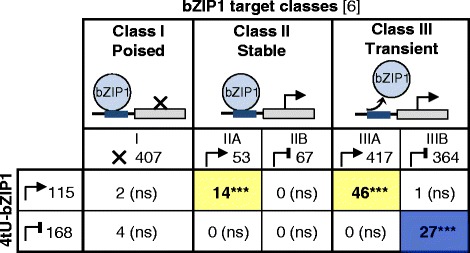
Active transcription persists 5 h after TF-induced nuclear entry, in both stably- and transiently-bound bZIP1 targets. A comparison of the overlap between actively transcribed bZIP1 targets captured from 4tU-labeled fractions (this study), and the previously reported classes of bZIP1 targets identified from total RNA [6]. Significant overlaps of induced genes (Class IIA & IIIA) and bZIP1-repressed genes (Class IIB & IIIB) are highlighted in yellow and blue, respectively. Intersects were performed using the “Genesect” function in VirtualPlant [30]. The significance of the overlaps from bZIP1 targets captured from 4tU-labeled fractions were verified using a hypergeometric test with Class IIA (stably-bound bZIP1 induced, *p* = 2.2e^−22^), Class IIIA (transiently-bound bZIP1 induced, *p* = 6.8e^−50^) and Class IIIB (transiently-bound bZIP1 repressed, *p* = 2.2e^−20^) targets

**Fig. 4:**
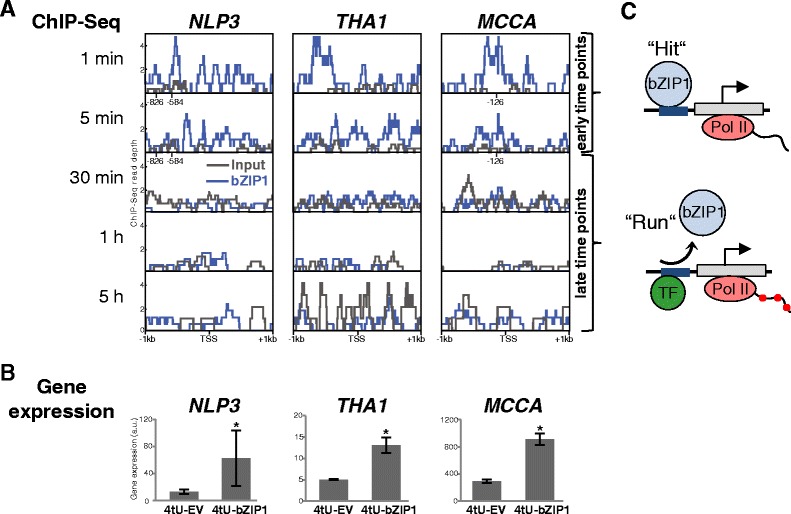
Transient targets initiated by a bZIP1 “hit” are actively transcribed after the TF has “run”. **a**-**b** bZIP1 mediates rapid and catalytic transcription in response to nitrogen signal. **a** Time-series ChIP-Seq binding 1 kb upstream and downstream of the transcription start site (TSS) for bZIP1 transient targets, *NLP3*, *THA1* and *MCCA* at 1 and 5 min (early time-points), 30 min, 1 and 5 h (late time-points) after induced nuclear localization of bZIP1. The bZIP-binding motifs identified by known motif enrichment (also see Fig. 2) were placed on the x-axis of early time-points (2 ACGT boxes in *NLP3* promoter at −826 and -584 bp, and 1 box in *MCCA* promoter at -126 bp). The bZIP1 ChIP-Seq time-course analyzed in this study was initially performed in [6]. **b** Gene expression levels of transient bZIP1 targets *NLP3*, *THA1* and *MCCA* in 4tU-labeled fractions of bZIP1 expressing cells (4tU-bZIP1) compared to 4tU-labeled fractions of empty vector (4tU-EV; *FDR < 0.1). Please note that the ChIP-Seq time course (**a**) and *de novo* transcriptomics (**b**) data were performed in two independent experiments. **c** “Hit and Run” mode of transcription for transient TF-targets

Overall, we find significant overlaps between *de novo* transcribed targets captured from 4tU-labeled RNA, and known bZIP1 targets identified from total mRNA studies [6] both performed at 5 h after bZIP1 nuclear transport (Fig. 3). Further, we observed large and highly significant overlaps between actively transcribed targets identified using *TARGET*-*tU*, and previously reported bZIP1 targets including stably-bound bZIP1 targets (Class II) and transiently-bound bZIP1 targets (Class III) (Fig. 3, Additional file 3: Dataset S1). Over 50 % of the bZIP1 *de novo* induced targets (60 out of 115 genes), were previously identified as bZIP1 induced primary targets based on steady state mRNA [6] (Fig. 3). However, the overlap of the current 4tU studies with genes repressed by bZIP1 based on steady state mRNA [6], captured a lower number of repressed bZIP1 targets, specifically within the Class II “stable” targets. These results indicate that the new *TARGET*-*tU* and the original *TARGET* methods [6, 15] are more robust to capture induced targets, than repressed targets. By contrast, for bZIP1 repressed targets, down-regulation in mRNA level can be caused by reduced transcription rate, but also by active mRNA degradation (e.g. through inherent instability or through miRNA directed cleavage). Nevertheless, *TARGET*-*tU* captured a large number of repressed bZIP1 targets (Fig. 2a) that have been overlooked by our prior bZIP1 *TARGET* studies based on steady state mRNA [6] (Fig. 3). Thus, the *TARGET*-*tU* approach enabled us to successfully recover a highly significant number of both up- and down-regulated targets (Fig. 3; Class IIA (stable, induced) = 14 genes (*p* = 2.2e^−22^); Class IIIA (transient, induced) = 46 genes (*p* = 6.8e^−50^); Class IIIB (transient, repressed) = 27 genes (*p* = 2.2e^−20^), confirming that bZIP1 is a dual-mode regulator (activator and repressor). Also consistent with previous findings, Class I “poised” bZIP1 targets, to which bZIP1 is bound but are not regulated [6], were not identified in the 4tU fractions of actively transcribed bZIP1 targets. 

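The induced genes that passed the test by limma on all arrays were all genes that had been identified before from steady-state mRNA, though not in every setting. Of the 60 induced genes that Dataset S1 places in an earlier class of induced targets, 17 passed by limma, against 0 of the 55 genes in no earlier class (two-sided Fisher's exact test, p = 5.22e-06). Among the 17 are the glycosyl hydrolase gene AT4G18340, with a log2 fold change of 1.06 (adjusted p = 0.011 from limma), and AT3G19390, a cysteine protease gene, with 1.34 (adjusted p = 0.063 from limma, a call that ended in 8 of the 11 fits without 1 array). Among the 55 is ATARCA, which encodes a scaffold protein of the ribosome. It had a log2 fold change of 1.28 (adjusted p = 0.85 from limma). The median log2 fold change was 1.36 (quartiles 1.15 and 1.65) in the earlier classes and 1.37 (quartiles 1.20 and 1.55) outside them. All these genes were chosen for their change on these arrays, which narrows the range of sizes, and the sizes were not tested against each other. At an unadjusted p under 0.05 the counts were 53 of 60 and 23 of 55, and a rank product called 43 and 35, though on simulated arrays with unequal spreads it called many unchanged genes. With array weights 36 induced genes passed by limma, of which 9 were stable and 23 transient targets, so the rest lay in no earlier class. The comparison of genes in and outside the earlier classes was chosen after the values of the lists had been seen.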

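Among the repressed genes outside the earlier classes are FMO1, WRKY75 and IAA5. Whether genes of plant defense or auxin response are frequent among these repressed genes was not tested. FMO1 (AT1G19250), a monooxygenase gene of systemic acquired resistance, had a log2 fold change of -2.36 (standard error 0.67, adjusted p = 0.64 from limma). The transcription factor gene WRKY75 had an intensity of 1427 ± 217 (SD, n = 6) in 4tU-bZIP1 and 2001 ± 199 (SD, n = 5) in 4tU-EV, with every array of 4tU-bZIP1 below every array of 4tU-EV. Its log2 fold change was -0.50 (adjusted p = 0.39 from limma; exact two-sided permutation p = 0.0043). The auxin-responsive gene IAA5 had a log2 fold change of -1.27 (adjusted p = 0.85 from limma). None of these 3 passed. Of the 141 repressed genes in no earlier class, SPX2 and AT5G33300 did, 94 had an unadjusted p under 0.05, and in 32 the arrays of the groups did not overlap. Their median log2 fold change was -1.30 (quartiles -1.46 and -1.15). Of the 27 in an earlier class, CRK3 passed. The shares that passed were not told apart (two-sided Fisher's exact test, p = 0.411), and so few genes passed that the test can decide little.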

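Of the 14 stable induced genes, 5 passed the test by limma. They were GAT1_2.1, ERD5, GDH2, MGL and AT1G68440, whose log2 fold change was 0.95 (standard error 0.15, adjusted p = 0.064, a call that ended in 9 of the 11 fits without 1 array). The clock gene PRR7 and the auxin-conjugating enzyme gene GH3.3 were not past the threshold. PRR7 had a log2 fold change of 1.62 (adjusted p = 0.39 from limma), with each array of 4tU-bZIP1 above every array of 4tU-EV (exact two-sided permutation p = 0.0043). GH3.3 had an intensity of 2053 ± 259 (SD, n = 6) in 4tU-bZIP1 and 1266 ± 332 (SD, n = 5) in 4tU-EV and a log2 fold change of 0.73 (adjusted p = 0.49 from limma). All 14 stable genes had a higher mean and an unadjusted p under 0.05, with a median log2 fold change of 1.19 (quartiles 0.75 and 1.52). Of the 46 transient induced genes 12 passed, 39 had an unadjusted p under 0.05, and the median log2 fold change was 1.39 (quartiles 1.21 and 1.86). Of the 27 transient repressed genes 1 passed, CRK3, 20 had an unadjusted p under 0.05, and the median was -1.08 (quartiles -1.28 and -0.84). The classes were drawn from genes the study had chosen on these arrays, so their direction is not independent evidence, and the number of stable genes past the threshold fell to 2 without any 1 of 4tU-bZIP1 replicates 2 to 5, and that of transient induced genes to 5 without 4tU-bZIP1 replicate 4 or 5 or 4tU-EV replicate 2.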

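Genes bound by bZIP1 at 5 h were more frequent among the rises than chance gives in 1 list of bound genes, a result that was lost in most fits without 1 array. Of 11766 genes that carry a name on the array platform and could be matched, 342 are in the list of bound genes of the ChIP-Seq replication 1 in Dataset S1, and 3 of these rose, GAT1_2.1, MGL and AT1G68440. None fell by limma, in a test with 926 features of either direction at an unadjusted p under 0.05, and a rank product called none of them lower. The bound transcription factor gene BZIP53, a relative of bZIP1 that can pair with it, had an intensity of 2003 ± 347 (SD, n = 6) in 4tU-bZIP1 and 2350.3 ± 188 (SD, n = 5) in 4tU-EV, a log2 fold change of -0.24 (adjusted p = 0.85 from limma). The 3 bound genes are among 13 genes named on the platform that rose, where 0.378 would be shared by chance (one-sided Fisher's exact test, p = 0.0056). ERD5 and GDH2 rose and are in the list of replication 1 too, but are named only through Dataset S1 and were left out. With the list of replication 2, which covers 167 tested genes, the overlap was 0 of 13 where chance gives 0.185 (one-sided Fisher's exact test, p = 1.0), too few to decide, and none of the 13 was in both lists. Of the 2 genes named on the platform that fell, AT3G15670 is in the list of replication 2 (one-sided Fisher's exact test, p = 0.0282) and neither is in that of replication 1. Without 4tU-bZIP1 replicate 3 the overlap of the rises with replication 1 had p = 0.303 by the same exact test, the weakest of the fits without 1 array, and p was under 0.05 in 3 of the 11 such fits.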

Altogether, these results confirm that we successfully captured actively transcribed TF-targets, which are a significant subset of the bZIP1 target genes identified by steady-state mRNA studies.

Here, we captured a subset of 73 transient targets identified from the original *TARGET* approach based on steady-state mRNA [6] and from our new *TARGET*-*tU* study which captures only actively transcribed targets, 5 h after bZIP1 nuclear import (Fig. 3). 

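Of the 73 transient targets, 13 passed the test by limma. Apart from CRK3 these are the 12 induced genes MCCA, THA1, ALDH6B2, BCAT-2, AT5G08350, DRT112, DIN10, AT1G67480, MIOX2, STY46, AT4G18340 and AT3G19390. Among them, 4 encode enzymes of amino acid breakdown (MCCA, THA1, ALDH6B2 and BCAT-2). The transient targets that did not pass include the peroxisomal acyl-CoA oxidase gene ACX2 and SEN1, a gene induced in senescence and darkness. ACX2 (AT5G65110) had an intensity of 568 ± 90.3 (SD, n = 6) in 4tU-bZIP1 and 253 ± 114 (SD, n = 5) in 4tU-EV, a log2 fold change of 1.30 (adjusted p = 0.47 from limma), and its groups did not overlap (exact two-sided permutation p = 0.0022). SEN1 had a log2 fold change of 2.32 (standard error 0.57, adjusted p = 0.48 from limma). The methods describe a union of a one-way test and a rank product. By that union as run here, 36 of the 46 transient induced and 2 of the 27 transient repressed genes passed. On simulated arrays with unequal spreads the rank product called many unchanged genes. There limma recovered 24 of 100 changes of 1 on the log2 scale, so genes that did not pass may still have changed.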

While this overlap between the *TARGET* and *TARGET*-*tU* experiments is significant, the numbers are low. Although both methods *TARGET* [6, 15] and *TARGET*-*tU* (this study) are performed in comparable experimental setups (Additional file 1: Table S1), they likely assay different profiles of mRNA targets (Additional file 5: Figure S3). Indeed, the original *TARGET* [6, 15] measures the steady state pools of mRNA targets accumulated during the 5 h of TF activation. By contrast, *TARGET*-*tU* only captures actively transcribed targets after introduction of labeled nucleobases (Additional file 5: Figure S3). Thus, *TARGET*-*tU* is able to distinguish whether a gene is actively transcribed without hinderance of detection above background levels of pre-existing mRNA. This may explain the large number of novel bZIP1 targets detected using *TARGET*-*tU*, especially for the targets that are actively repressed by bZIP1 (Fig. 2a), and the significant - yet partial - overlaps between *TARGET* and *TARGET*-*tU* (Fig. 3). Nevertheless, combining both approaches, we captured a subset of 73 dynamic bZIP1 targets with very high significance and therefore validated the “hit-and-run” mode of action for this master TF.

### Capturing *de novo* transcription proves that “hit-and-run” transcription persists beyond TF dissociation

The *TARGET*-*tU* approach, which identifies transient targets whose transcription is bZIP1 dependent, shows that such targets are actively transcribed when bZIP1 is no longer bound. Importantly, these transient targets include bZIP1 targets previously associated with nitrogen signaling (Fig. 4a and b). Indeed, the transiently-bound bZIP1 targets include *NLP3* (*NIN*-*LIKE PROTEIN 3*), which belongs to an important TF family for early response to nitrate signaling in Arabidopsis [24]. 

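Labeled NLP3 (AT4G38340) transcripts were low in both groups, and the groups overlapped. The intensity was 62.8 ± 100.3 (SD, n = 6) in 4tU-bZIP1 and 13.0 ± 7.82 (SD, n = 5) in 4tU-EV. The log2 fold change was 1.48 (standard error 0.81, adjusted p = 0.85 from limma; exact two-sided permutation p = 0.12). Of the 6 arrays of 4tU-bZIP1, 2 were above every array of 4tU-EV. Replicate 1, the array that stood apart, had an intensity of 266, and the other arrays of 4tU-bZIP1 had 16.0 to 46.5. Without that replicate the log2 fold change was 0.85, and with arrays weighted by their quality it was 0.29. NLP3 is named only through Dataset S1. No gene of the list of NIN-like and nitrate-signaling regulators was among the tested features that the platform table at hand names. That table leaves many probe sets without a gene, so the other regulators could not be read here.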

Other transient bZIP1 targets validated by our 4tU study include *THA1* (*THREONINE ALDOLASE 1*) and *MCCA* (*3*-*METHYLCROTONYL*-*COA CARBOXYLASE*), which encode enzymes involved in the catabolism of amino acids [25, 26]. 

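Transcripts of both amino acid catabolism genes were higher in every array of 4tU-bZIP1 than in every array of 4tU-EV. MCCA (AT1G03090), whose protein is a subunit of an enzyme of leucine breakdown, had an intensity of 913 ± 209 (SD, n = 6) in 4tU-bZIP1 and 293 ± 55.1 (SD, n = 5) in 4tU-EV. Its log2 fold change was 1.63 (standard error 0.18, adjusted p = 0.010 from limma; exact two-sided permutation p = 0.0022), and it stayed past the threshold in each fit without 1 array. THA1 (AT1G08630), which splits threonine into glycine and acetaldehyde, was close to the lower end of the scale. Its intensity was 13.1 ± 4.46 (SD, n = 6) against 5.04 ± 0.268 (SD, n = 5), a log2 fold change of 1.31 (standard error 0.22, adjusted p = 0.097 from limma; exact two-sided permutation p = 0.0022). In 4 of the 5 arrays of 4tU-EV, THA1 had the lowest value that the table holds. With values under 16 raised to 16, THA1 differed by 0.05 on the log2 scale (adjusted p = 0.88 from limma). Its call also ended in every fit without 1 array except that without 4tU-bZIP1 replicate 1, at an adjusted p of 0.13 to 0.31 from limma.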

Time-series ChIP-Seq assays show that bZIP1 binds to the promoter of these transient bZIP1 targets (*NLP3*, *THA1* and *MCCA*) within 1 and 5 min of the TF nuclear entry (Fig. 4a). We also confirm that ChIP-Seq signals identified in *NLP3* and *MCCA* promoters at early time-points, coincide with the presence of bZIP-binding motifs (Fig. 4a). However, at late time-points (30 min, 1 h and 5 h), the bZIP1 ChIP-seq signal peaks (Fig. 4a, blue peaks) are not significantly higher to the DNA input control (Fig. 4a, grey peaks). Therefore, while bZIP1 is bound to the transient targets at 1–5 min, it is no longer bound to the promoters of *NLP3*, *THA1* and *MCCA at* 30, 60 min or 5 h after bZIP1 nuclear import (Fig. 4a; [6]). Interestingly, active transcription of these transient targets continues after bZIP1 has “run”, as shown by transcriptomics of 4tU-labeled fractions (Fig. 4b).

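Across the 6 arrays of 4tU-bZIP1, intensities ran from 737 to 1194 for MCCA, from 8.31 to 18.4 for THA1 and from 16.0 to 266 for NLP3. In the 5 arrays of 4tU-EV the highest intensities were 327 for MCCA, 5.52 for THA1 and 22.8 for NLP3. MCCA was thus higher with bZIP1 by more than the spread between arrays, and NLP3 was not. For THA1 the spread in 4tU-EV is set by the lower end of the scale, so the size of its rise is not known. The paper reasons that bZIP1 was bound to the promoters of these genes within minutes of nuclear entry and no longer at the late time-points, while 4tU was supplied only after the last of these. It concludes from the labeled transcripts that transcription of the genes goes on after bZIP1 has left, and postulates that bZIP1 may act as a catalyst, possibly by recruiting other TFs.

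**Figure D3:**
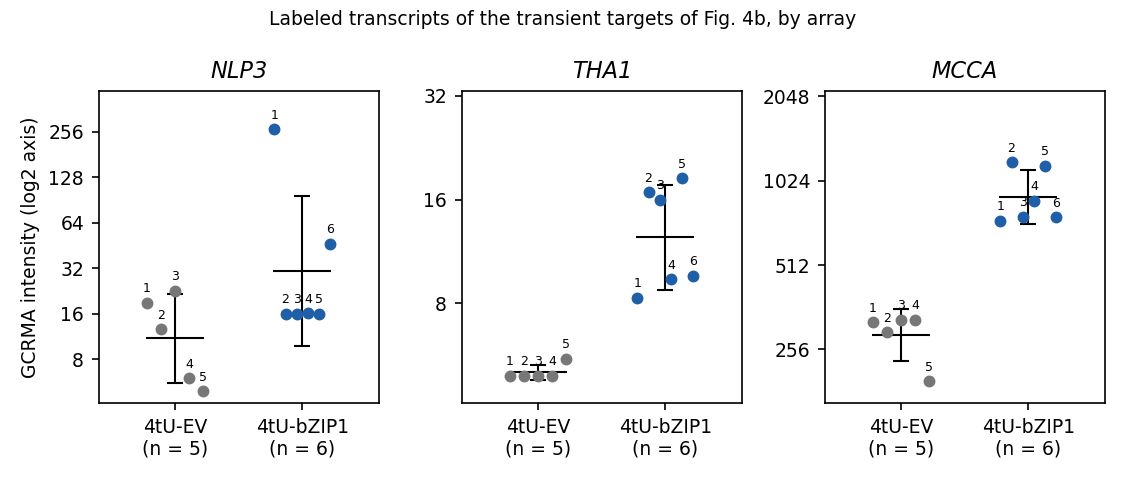
Intensity of NLP3, THA1 and MCCA in each array on a log2 axis, with the replicate number above each point. Horizontal lines give the mean and whiskers the SD of the log2 values of each group (n = 5 and n = 6). For THA1 and MCCA the groups do not overlap, and for NLP3 replicate 1 of 4tU-bZIP1 lies far above the other arrays.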

Since the results from the ChIP-Seq time course (Fig. 4a; [6]) and *de novo* transcriptomics (Fig. 4b) were analyzed from two different studies, we performed a second replication of the ChIP-Seq experiments to confirm the “hit-and-run” model of transcription. This replication of the bZIP1 ChIP-Seq experiment was performed at the 5 h time-point (the same time-point as the *TARGET*-*tU*). First, we compared this new replicate to the previous binding data from Para et al. [6] and confirmed that we obtain the same bZIP1 targets (70 % overlap, pval < 1e^−10^) from the two independent ChIP-Seq experiments (Additional file 6: Figure S4A). We also confirm that bZIP1 is no longer bound to the promoter of the transient targets 5 h after its nuclear entry, using two independent experiments (Additional file 6: Figure S4B, D). 

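In 4tU-labeled fractions, ALDH6B2 rose by limma, and the other transient targets of Figure S4 did not pass that test across all genes. ALDH6B2 (AT2G14170), an enzyme of valine breakdown, had an intensity of 163 ± 26.4 (SD, n = 6) in 4tU-bZIP1 and 80.3 ± 17.2 (SD, n = 5) in 4tU-EV. Its log2 fold change was 1.03 (standard error 0.16, adjusted p = 0.072 from limma), a call that ended in 8 of the 11 fits without 1 array. Among the other induced examples, log2 fold changes were 1.70 for the gene of a Dof-type transcription factor (AT1G69570), 1.19 for the NAC transcription factor gene ANAC096 and 1.32 for ATBXL1, a cell wall xylosidase. Their adjusted p from limma lay between 0.46 and 0.85. By the exact two-sided permutation test for each gene alone, p was 0.0087 for AT1G69570 and ANAC096 and 0.017 for ATBXL1. ATBXL1 had intensities of 5.79 to 6.10 in 4tU-EV, close to the lower end of the scale. With values under 16 raised to 16 the ATBXL1 log2 fold change was 0.39, and without 4tU-bZIP1 replicate 4 it was 0.88. The repressed examples had log2 fold changes of -0.73 for a DnaJ chaperone gene (AT1G72070), -1.06 for FRK1, a marker gene of immune signaling, -1.35 for RIN4, a regulator of immunity, -1.11 for the homeobox gene ATHB2 and -1.50 for the ubiquitin ligase gene ATAIRP4, at an adjusted p of 0.47 to 0.85 from limma. FRK1 had 197 ± 59.9 (SD, n = 6) against 392 ± 48.5 (SD, n = 5), and its groups did not overlap (exact two-sided permutation p = 0.0022). The same exact test gave p = 0.013 for the DnaJ gene, 0.026 for ATHB2, 0.067 for RIN4 and 0.087 for ATAIRP4, whose log2 fold change was -0.72 without 4tU-bZIP1 replicate 1. These genes were chosen by the study on these arrays.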

To further support the “hit-and-run” model, we show 10 additional examples of transient targets captured in *de novo* transcribed fractions using the *TARGET*-*tU* approach and we juxtaposed their binding and *TARGET*-*tU* expression profiles (Additional file 6: Figure S4B-E), confirming the active transcription of these dynamic bZIP1 targets.

Thus, our findings provide experimental support for a “hit-and-run” transcription model, which posits that transcription is initiated when the TF “hits” the gene promoter to organize a transcriptional complex, after which transcription by RNA polymerase continues after the TF “runs”. In this model, we postulate that master signal transducers like bZIP1 may act as “catalyst TFs”, possibly by physical recruitment of other TF partners (Fig. 4c). We also propose that such dynamic mode of action rapidly activates large sets of genes in response to environmental changes.

## Conclusion

Here, the novelty of our system is the temporal TF-activation capturing primary targets combined with 4tU-labeling capturing *de novo* transcriptome. Thus, our system enables genome-wide recovery of newly synthesized RNAs resulting from dynamic TF target interactions. We provide incontrovertible evidence that transiently-bound targets stay in a transcriptionally active state after bZIP1 dissociates from their promoters. The functional read-out captured in our study supports the “hit-and-run” model as a mode of action for a “catalyst” TF to effect genome-wide transcriptional regulation [2, 6, 8]. We propose that this dynamic mode of TF-action enables rapid transcriptional bursting of target genes to enable acute response to external signals. The short exposure time to 4tU used in the *TARGET*-*tU* cell-based system allowed rapid labeling of newly transcribed targets usually overlooked in standard transcriptional studies. Our discoveries of when and how TF-target interactions lead to active transcription, which persists beyond TF-dissociation contributes to the broader field of dynamic transcription networks, with significance beyond plants.

## Methods

### Plant cell preparation and experimental design

Arabidopsis root protoplasts were harvested and transfected as previously described [6, 15]. Briefly, the coding sequence of bZIP1 (At5g49450) was cloned into the destination vector pBeaconRFP_GR. Then, 120 μg of pBeaconRFP_35S::GR::bZIP1 plasmid DNA per 1.5x10^6^ cells was used for protoplast transfection. Cells transfected with the same concentration of empty plasmid pJD385_35S::GR served as a control (Also see Additional file 2: Figure S1). Cells were washed and concentrated by centrifugation, then resuspended in wash solution W5 (154 mM NaCl, 125 mM CaCl2, 5 mM KCl, 5 mM MES, 1 mM Glucose) for overnight incubation at room temperature. Protoplast suspensions were treated sequentially with 20 mM KNO_3_ and 20 mM NH_4_NO_3_ for 2 h, 35 μM cycloheximide (Sigma-Aldrich) for 20 min, and 10 μM dexamethasone (Sigma-Aldrich) for 5 h at room temperature (Fig. 1c). The protoplasts were then treated with 1.5 mM 4tU and 0.2 mM uracil (Fisher). After 20 min of 4tU supply (Additional file 2: Figure S1), protoplasts were FACS sorted to collect 30,000 RFP-positive transfected cells [27] and directly collected into RLT buffer (QIAGEN) for RNA extraction.

### RNA extraction

RNA from 11 replicates (6 biological replicates for bZIP1-transfected cells and 5 replicates for the empty vector) was extracted from protoplasts using an RNeasy Micro Kit with RNase-free DNaseI Set (QIAGEN) and quantified on a Bioanalyzer (Agilent).

### Biotinylation and pull-down of 4tU-labeled fractions

The presence of a thiol group in 4tU-labeled fractions enables conjugation with biotin-HPDP [10]. In detail, total RNA was added to a solution of 10 mM Tris–HCl (Ambion), 1 mM EDTA (Ambion) and 500 ng biotin-HPDP (NEB) and incubated for 3 h in the dark. After centrifugation, the aqueous phase was extracted with an equal volume of chloroform (Sigma-Aldrich) and resuspended in RNase free water.

The biotinylated RNA was fractionated from unlabeled RNA using streptavidin magnetic beads (NEB). Pull-downs were performed as previously described [12]. The beads were washed two times with washing buffer (1 M NaCl, 10 mM EDTA, 100 mM Tris–HCl). The transcripts were then cleaved from magnetic beads using β-mercaptoethanol (5 %, Sigma-Aldrich). The 4tU-labeled fractions were ethanol precipitated and resuspended in RNase free water.

### Microarray hybridization

Pull-down RNA from 4tU-bZIP1 and 4tU-EV fractions was converted into cDNA, amplified and labeled with Ovation Pico WTA System V2 (NuGEN) and Encore Biotin Module (NuGEN), respectively. The labeled cDNA was hybridized, washed and stained on an ATH1-121501 Arabidopsis Genome Array using a Hybridization Control Kit, a GeneChip Hybridization, Wash, and Stain Kit, a GeneChip Fluidics Station 450 and a GeneChip Scanner (Affymetrix).

### Analysis of transcriptomics data

The raw probe intensities were normalized using the GC-robust multiarray averaging package (GCRMA, http://www.bioconductor.org/packages/2.11/bioc/html/gcrma.html). Genes significantly differentially expressed between 4tU-bZIP1 and 4tU-EV fractions were identified as a union of differentially expressed genes determined by either ONE-way ANOVA or Rank Product analysis [28]. The raw p-value of differentially expressed genes was adjusted by False Discovery Rate (FDR) to control for multiple testing. Genes significantly induced and repressed by bZIP1 were then selected with a FDR cutoff of 10 % and only genes with unambiguous microarray probes were kept. The gene dataset was also filtered to account for genes affected by protoplasting and CHX effects, as previously described [6]. Specifically, to avoid any side-effects of CHX, only bZIP1 targets whose DEX-induced expression is the same in either + or – CHX are considered. The heat map in Fig. 2 was created using Multiple Experiment Viewer (Mev) software [29] with expression normalization by z-score for genes/rows to correct the color display between rows. Gene overlaps in Fig. 3 were performed using the Genesect feature of VirtualPlant 1.3 (www.virtualplant.org; [30]) and significance of the overlaps was statistically verified using a hypergeometric test with the microarray as background (the hhyper function in R).

### Gene ontology term enrichment analysis

The set of genes in Fig. 2a and Additional file 4: Figure S2 from repressed and induced bZIP1 targets were analyzed for over-representation of associated GO terms using the Singular Enrichment Analysis feature of agriGO 1.2 [31] using Arabidopsis genome (TAIR10) as a reference and with an FDR cutoff of 5 %.

### *Cis*-element motif analysis

*De novo* motif discovery was performed on 1 kb regions upstream of the transcription start site of the genes actively induced by bZIP1 based on TAIR10 annotation and submitted to the MEME program [32]. Known motif enrichment was performed on 1 kb regions upstream of the transcription start site of the genes actively regulated by bZIP1 based on TAIR10 annotation and submitted to the Elefinder program (http://stan.cropsci.uiuc.edu/tools.php, [33]). The frequency plot of bZIP1-binding motifs in target promoters (Fig. 2b) was generated by plotting the 299 ACGT hybrid boxes identified by Elefinder in the bZIP1 target promoters relative to the distance from the canonical transcription start site (TSS).

### ChIP-Seq data analysis

The chromatin immunoprecipitation sequencing (ChIP-Seq) time-course dataset of bZIP1 binding was previously deposited in the NCBI Sequence Read Archive (SRX425878; [6]). Briefly, Illumina reads were filtered and aligned to the Arabidopsis genome (TAIR10). TF-binding peaks were called using the QuEST package [34] with a ChIP seeding enrichment ≥ 3, and extension and background enrichments ≥ 2. These regions were overlapped with the genome annotation to identify genes within 500 bp downstream of the peak. The profiles of transient bZIP1-targets: *NLP3* (AT4G38340), *THA1* (AT1G08630) and *MCCA* (AT1G03090) in Fig. 4, were shown as bZIP1 ChIP-Seq sequencing depth within 1 kb upstream and downstream the transcription start site.

### ChIP-Seq replication

A second replication of the ChIP-Seq experiment (see Additional file 6: Figure S4) assayed at 5 h time-point after bZIP1 nuclear import was performed following the method described in [6], with the modification that the ChIP and input libraries were sequenced as a fraction of a pool of 12 samples in Illumina MiSeq platform (SE 50 bp).

### Availability of supporting data

The transcriptomics data sets supporting the results of this article are available in the Gene Expression Omnibus [35] repository with accession number GSE69389. The second ChIP-Seq replication performed in this study was deposited to the NCBI Sequence Read Archive with accession number SRR3094677 for ChIP and SRR3095222 for Input. The ChIP-Seq time course and further data used in this analysis were previously deposited [6] and are available in the NCBI Sequence Read Archive with accession: SRX425878.

## Additional files

Additional file 1: Table S1. Comparative tables of the experimental designs (A) and bioinformatics analyses (B) between *TARGET* [6, 15] and *TARGET*-*tU*. (PDF 90 kb) Additional file 2: Figure S1. Experimental design. (A) Vector maps of the pBeaconRFP construct containing 35S::GR::bZIP1 [6, 15] and the pJD385 empty vector (EV) control containing a 35S::GR cassette. (B) A 20 minute exposure to 4tU was sufficient to detect significant incorporation in RNA fractions of Arabidopsis cells, as shown by dot blot imaging of 1 μg RNA from 4.5 10^6^ cells exposed to 1.5 mM 4tU (+) or uracil only (−). (PDF 36 kb) Additional file 3:
**Dataset S1.** Gene lists of bZIP1 targets identified in 4tU-labeled fractions and ChIP-Seq replications. (XLSX 204 kb) Additional file 4: Figure S2. Gene ontology enrichment of bZIP1 targets. GO term enrichment for induced (A) and repressed (B) bZIP1 targets from the 4tU-labeled fractions was performed using agriGO (Toolkit and Database for Agricultural Community, [31]). Significant GO terms were selected from a singular enrichment analysis using Arabidopsis genome (TAIR10) as a reference with an FDR cutoff of 5 %. Significant GO terms levels are highlighted from light yellow to dark red colors. (PDF 2008 kb) Additional file 5: Figure S3 Comparative figure of the mRNA profiles of TF targets assayed by the *TARGET* [6, 15] and *TARGET*-*tU* methodologies. Both methods are comparable and allowed us to provide genome-wide evidence for a “hit-and-run” model of transcription, however the methods can also provide complementary insights based on difference in mRNA populations scored. In detail, *TARGET* [6, 15] measures the steady-state pools of mRNA targets accumulated during the 5 hours time of TF-nuclear localization (mRNA profiles 1 and 2, blue lines), while *TARGET*-*tU* captures mRNA targets actively transcribed when introducing 4-thiouracil (4tU), 5 hours after the TF nuclear import (mRNA profiles 2 and 3, red lines). Using the new *TARGET*-*tU* methodology, we captured a subset of 73 actively transcribed transient targets that overlap with the steady state assays (also see Fig. 3). (PDF 61 kb) Additional file 6: Figure S4. A second ChIP-Seq replication confirms that transient targets are no longer bound by bZIP1 but stay in a transcriptionally active state. A. A comparison of the target overlap identified from the two ChIP-Seq replications performed 5 hours after bZIP1 nuclear import. The first replication of the bZIP1 ChIP-Seq (initially performed in [6]) yielded 850 targets bound by bZIP1 and the second replication (this study) yielded 431 targets bound by bZIP1 (also see Additional file 3: Dataset S1). Here, we obtained 300 common targets between the two replications, this represents a 70 % overlap relative to the replication performed in this study. (B, D) ChIP-Seq binding 1 kb upstream and downstream of the transcription start site (TSS) for 10 additional transient class III targets 5 hours after induced nuclear localization of bZIP1. The stacked plots present the first replication of the bZIP1 ChIP-Seq initially performed in [6] (ChIP-Seq replication 1, top panel) and the second replication performed in in this study (ChIP-Seq replication 2, bottom panel). (C, E) Gene expression levels of 10 additional examples of transient bZIP1 targets in 4tU-labeled fractions of bZIP1 expressing cells (4tU-bZIP1) compared to 4tU-labeled fractions of empty vector (4tU-EV; *FDR < 0.1). Five targets, PIRF1 (AT1G52240), a Dof-type TF (AT1G69570), ALDH6B2 (AT2G14170), ANAC096 (AT5G46590) and ATBXL1 (AT5G49360) are no longer bound by bZIP1 but still show active upregulation (B, C), and five targets, a Chaperone DnaJ-domain superfamily protein (AT1G72070), FRK1 (AT2G19190), RIN4 (AT3G25070), ATHB2 (AT4G16780) and ATAIRP4 (AT5G58787) are no longer bound by bZIP1 but still show active dowregulation (D, E). Please note that the two ChIP-Seq replications (B, D) and *de novo* transcriptomics (C, E) data were performed in independent experiments. (PDF 1244 kb)

## Abbreviations

4tU: 4-thiouracil
bZIP1: basic Leucine Zipper 1
ChIP-Seq: chromatin immunoprecipitation sequencing
EV: empty vector
*TARGET*: Transient Assay Reporting Genome-wide Effects of Transcription factors
TF: transcription factor

# Supplementary material for: “Hit-and-Run” transcription: de novo transcription initiated by a transient bZIP1 “hit” persists after the “run”
**Source:** BMC Genomics. 2016 Feb 3;17:92. doi: 10.1186/s12864-016-2410-2
**Supplement:** Additional file 1: Table S1. — Comparative tables of the experimental designs (A) and bioinformatics analyses (B) between TARGET [6, 15] and TARGET-tU.

A

	**<i>TARGET</i> [6, 15]**	**<i>TARGET-tU</i> (our study)**
**Plant culture**	10 day old Col-0 plants<br>MS medium with KNO ₃ 1mM<br>Root protoplasting [15, 26]	10 day old Col-0 plants<br>MS medium with KNO ₃ 1mM<br>Root protoplasting [15, 26]
**Cell treatments and sorting**	Nitrogen, 2h (20mM KNO ₃ , NH ₄ NO ₃)<br>Cycloheximide (CHX), 20 min<br>Dexamethasone (DEX), 5h<br><br>FACS sorting 10,000 RFP cells	Nitrogen, 2h (20mM KNO ₃ , NH ₄ NO ₃)<br>Cycloheximide (CHX), 20 min<br>Dexamethasone (DEX), 5h<br>4tU, 20 min<br>FACS sorting 30,000 RFP cells
**RNA extraction**	Total RNA extraction (QIAGEN)	Total RNA extraction (QIAGEN)<br>Pull down of 4tU-labeled fractions [12]
**Microarray**	cDNA synthesis (NuGEN)<br>ATH1-121501 microarray	cDNA synthesis (NuGEN)<br>ATH1-121501 microarray

B

	**<i>TARGET</i> [6, 15]**	**<i>TARGET-tU</i> (our study)**
**Normalization**	GCRMA	GCRMA
**Statistical analysis**	ANOVA for bZIP1 effect<br>FDR cutoff 0.05	ANOVA & rank product for bZIP1 effect<br>FDR cutoff 0.1
**cis-element analysis**	<i>De novo</i> motif discovery using<br>MEME software [32]<br>Known motif enrichment using<br>Elefinder software [33]	<i>De novo</i> motif discovery using<br>MEME software [32]<br>Known motif enrichment using<br>Elefinder software [33]
**GO terms analysis**	Biomaps feature of VirtualPlant[30]	Singular Enrichment Analysis feature of<br>agriGO [31]
**Gene set overlap**	Genesect feature of VirtualPlant[30]	Genesect feature of VirtualPlant [30]
**Supporting data**	Transcriptome: GSE54049 [6]<br>Chip-Seq: SRX425878 [6]	Transcriptome: GSE69389<br>Chip-Seq: SRX425878 [6]

Additional file 1: Table S1. Comparative tables of the experimental designs (A) and bioinformatics analyses (B) between *TARGET* [6, 15] and *TARGET-tU*.

# Supplementary material for: “Hit-and-Run” transcription: de novo transcription initiated by a transient bZIP1 “hit” persists after the “run”
**Source:** BMC Genomics. 2016 Feb 3;17:92. doi: 10.1186/s12864-016-2410-2
**Supplement:** Additional file 2: Figure S1. — Experimental design. (A) Vector maps of the pBeaconRFP construct containing 35S::GR::bZIP1 [6, 15] and the pJD385 empty vector (EV) control containing a 35S::GR cassette. (B) A 20 minute exposure to 4tU was sufficient to detect significant incorporation in RNA fractions of Arabidopsis cells, as shown by dot blot imaging of 1 μg RNA from 4.5 106 cells exposed to 1.5 mM 4tU (+) or uracil only (−).

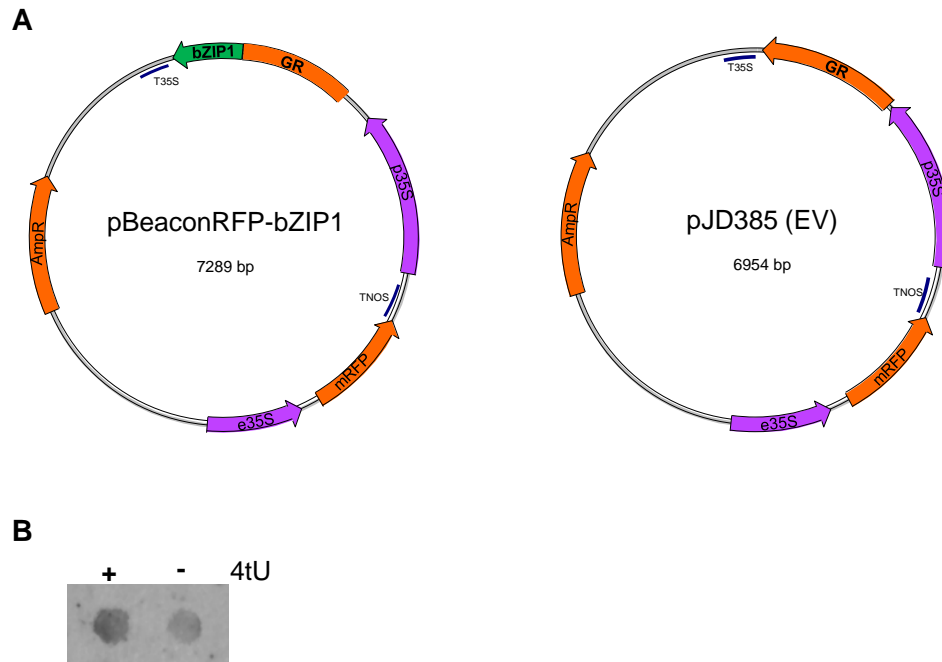

Additional file 2: Figure S1. Experimental design.

(A) Vector maps of the pBeaconRFP construct containing 35S::GR::bZIP1 [6, 15] and the pJD385 empty vector (EV) control containing a 35S::GR cassette. (B) A 20 minute exposure to 4tU was sufficient to detect significant incorporation in RNA fractions of Arabidopsis cells, as shown by dot blot imaging of 1 μ g RNA from 4.5 10^6 cells exposed to 1.5mM 4tU (+) or uracil only (-).

# Supplementary material for: “Hit-and-Run” transcription: de novo transcription initiated by a transient bZIP1 “hit” persists after the “run”
**Source:** BMC Genomics. 2016 Feb 3;17:92. doi: 10.1186/s12864-016-2410-2
**Supplement:** Additional file 4: Figure S2. — Gene ontology enrichment of bZIP1 targets. GO term enrichment for induced (A) and repressed (B) bZIP1 targets from the 4tU-labeled fractions was performed using agriGO (Toolkit and Database for Agricultural Community, [31]). Significant GO terms were selected from a singular enrichment analysis using Arabidopsis genome (TAIR10) as a reference with an FDR cutoff of 5 %. Significant GO terms levels are highlighted from light yellow to dark red colors.

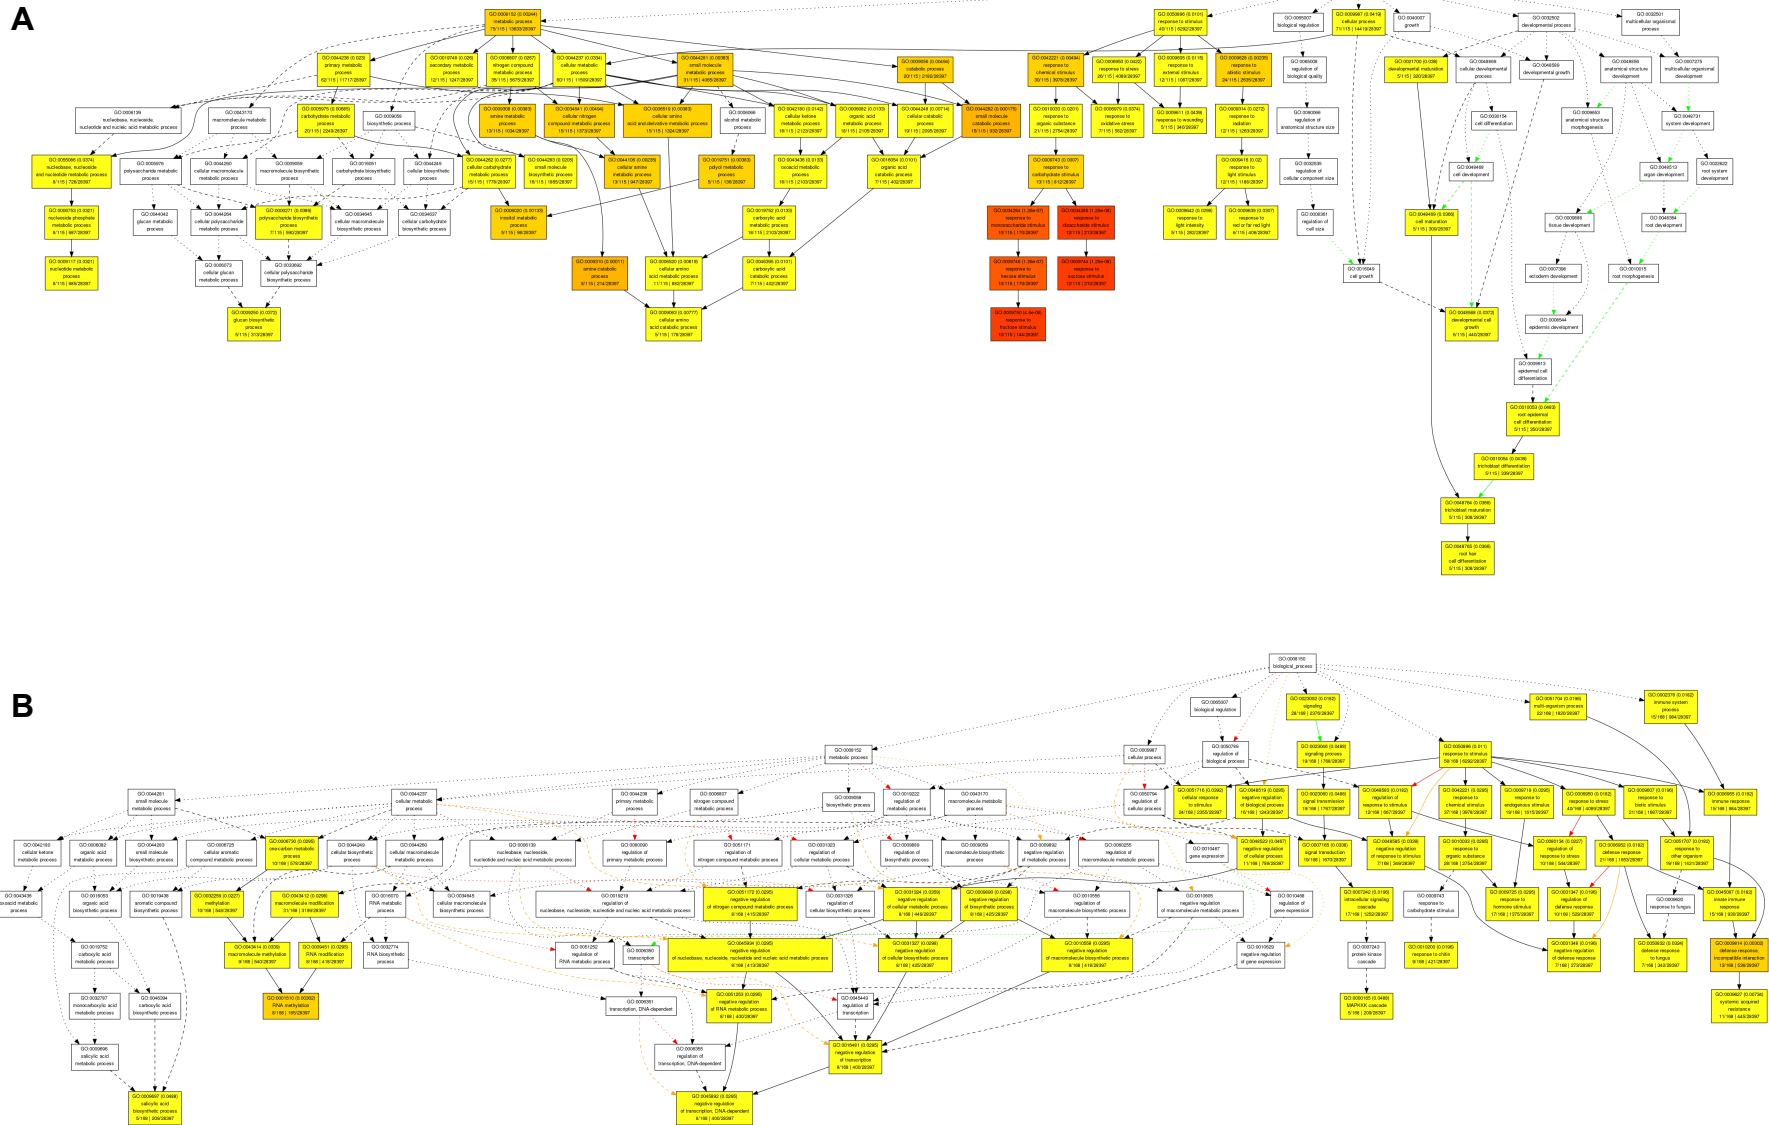

Additional file 4. Figure S2. Gene ontology enrichment of bZIP1 targets.

GO term enrichment for induced (A) and repressed (B) bZIP1 targets from the 4tU-labeled fractions was performed using agriGO (Toolkit and Database for Agricultural Community, [31]). Significant GO terms were selected from a singular enrichment analysis using Arabidopsis genome (TAIR10) as a reference with an FDR cutoff of 5%. Significant GO terms levels are highlighted from light yellow to dark red colors.

# Supplementary material for: “Hit-and-Run” transcription: de novo transcription initiated by a transient bZIP1 “hit” persists after the “run”
**Source:** BMC Genomics. 2016 Feb 3;17:92. doi: 10.1186/s12864-016-2410-2
**Supplement:** Additional file 5: Figure S3 — Comparative figure of the mRNA profiles of TF targets assayed by the TARGET [6, 15] and TARGET-tU methodologies. Both methods are comparable and allowed us to provide genome-wide evidence for a “hit-and-run” model of transcription, however the methods can also provide complementary insights based on difference in mRNA populations scored. In detail, TARGET [6, 15] measures the steady-state pools of mRNA targets accumulated during the 5 hours time of TF-nuclear localization (mRNA profiles 1 and 2, blue lines), while TARGET-tU captures mRNA targets actively transcribed when introducing 4-thiouracil (4tU), 5 hours after the TF nuclear import (mRNA profiles 2 and 3, red lines). Using the new TARGET-tU methodology, we captured a subset of 73 actively transcribed transient targets that overlap with the steady state assays (also see Fig. 3).

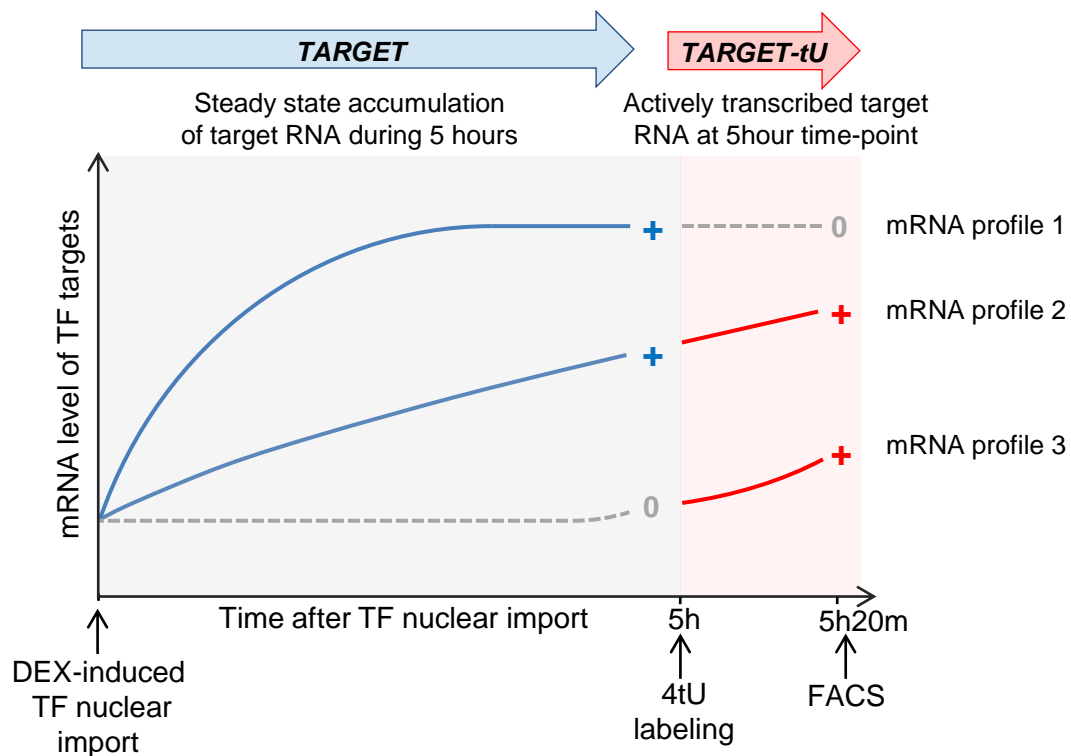

Additional file 5: Figure S3. Comparative figure of the mRNA profiles of TF targets assayed by the *TARGET* [6, 15] and *TARGET-tU* methodologies.

Both methods are comparable and allowed us to provide genome-wide evidence for a “hit-and-run” model of transcription, however the methods can also provide complementary insights based on difference in mRNA populations scored. In detail, *TARGET* [6, 15] measures the steady-state pools of mRNA targets accumulated during the 5 hours time of TF-nuclear localization (mRNA profiles 1 and 2, blue lines), while *TARGET-tU* captures mRNA targets actively transcribed when introducing 4-thiouracil (4tU), 5 hours after the TF nuclear import (mRNA profiles 2 and 3, red lines). Using the new *TARGET-tU* methodology, we captured a subset of 73 actively transcribed transient targets that overlap with the steady state assays (also see Figure 3).

# Supplementary material for: “Hit-and-Run” transcription: de novo transcription initiated by a transient bZIP1 “hit” persists after the “run”
**Source:** BMC Genomics. 2016 Feb 3;17:92. doi: 10.1186/s12864-016-2410-2
**Supplement:** Additional file 6: Figure S4. — A second ChIP-Seq replication confirms that transient targets are no longer bound by bZIP1 but stay in a transcriptionally active state. A. A comparison of the target overlap identified from the two ChIP-Seq replications performed 5 hours after bZIP1 nuclear import. The first replication of the bZIP1 ChIP-Seq (initially performed in [6]) yielded 850 targets bound by bZIP1 and the second replication (this study) yielded 431 targets bound by bZIP1 (also see Additional file 3: Dataset S1). Here, we obtained 300 common targets between the two replications, this represents a 70 % overlap relative to the replication performed in this study. (B, D) ChIP-Seq binding 1 kb upstream and downstream of the transcription start site (TSS) for 10 additional transient class III targets 5 hours after induced nuclear localization of bZIP1. The stacked plots present the first replication of the bZIP1 ChIP-Seq initially performed in [6] (ChIP-Seq replication 1, top panel) and the second replication performed in in this study (ChIP-Seq replication 2, bottom panel). (C, E) Gene expression levels of 10 additional examples of transient bZIP1 targets in 4tU-labeled fractions of bZIP1 expressing cells (4tU-bZIP1) compared to 4tU-labeled fractions of empty vector (4tU-EV; *FDR < 0.1). Five targets, PIRF1 (AT1G52240), a Dof-type TF (AT1G69570), ALDH6B2 (AT2G14170), ANAC096 (AT5G46590) and ATBXL1 (AT5G49360) are no longer bound by bZIP1 but still show active upregulation (B, C), and five targets, a Chaperone DnaJ-domain superfamily protein (AT1G72070), FRK1 (AT2G19190), RIN4 (AT3G25070), ATHB2 (AT4G16780) and ATAIRP4 (AT5G58787) are no longer bound by bZIP1 but still show active dowregulation (D, E). Please note that the two ChIP-Seq replications (B, D) and de novo transcriptomics (C, E) data were performed in independent experiments.

A Gene overlap between the two ChIP-Seq replicates

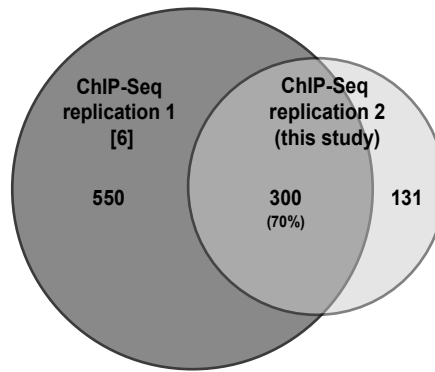

B ChIP-Seq 5 hours after DEX

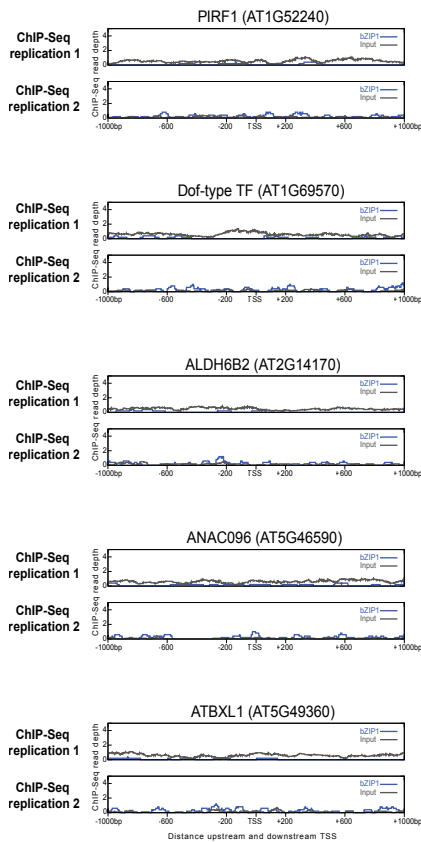

C Gene expression

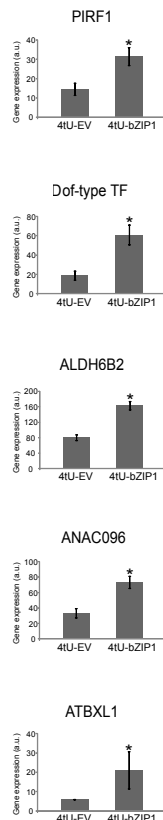

D ChIP-Seq 5 hours after DEX

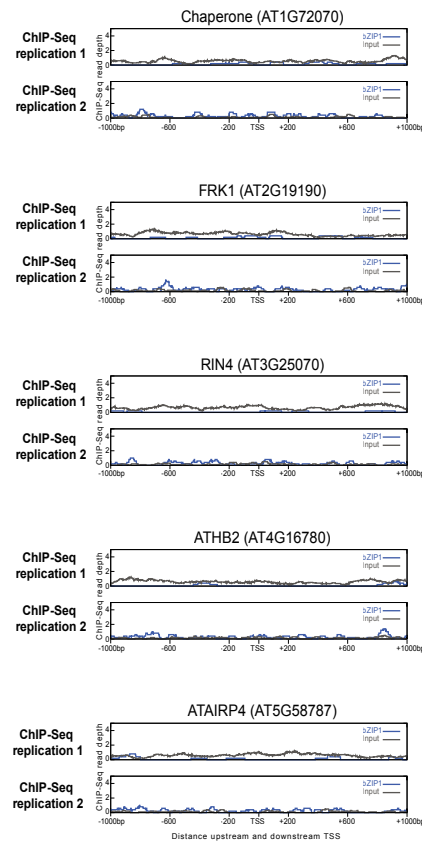

E Gene expression

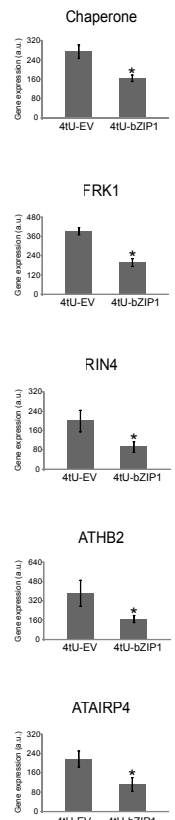

Additional file 6: Figure S4. A second ChIP-Seq replication confirms that transient targets are no longer bound by bZIP1 but stay in a transcriptionally active state.

A. A comparison of the target overlap identified from the two ChIP-Seq replications performed 5 hours after bZIP1 nuclear import. The first replication of the bZIP1 ChIP-Seq (initially performed in [6]) yielded 850 targets bound by bZIP1 and the second replication (this study) yielded 431 targets bound by bZIP1 (also see Additional file 2: Dataset S1). Here, we obtained 300 common targets between the two replications, this represents a 70% overlap relative to the replication performed in this study. (B, D) ChIP-Seq binding 1kb upstream and downstream of the transcription start site (TSS) for 10 additional transient class III targets 5 hours after induced nuclear localization of bZIP1. The stacked plots present the first replication of the bZIP1 ChIP-Seq initially performed in [6] (ChIP-Seq replication 1, top panel) and the second replication performed in in this study (ChIP-Seq replication 2, bottom panel). (C, E) Gene expression levels of 10 additional examples of transient bZIP1 targets in 4tU-labeled fractions of bZIP1 expressing cells (4tU-bZIP1) compared to 4tU-labeled fractions of empty vector (4tU-EV; *FDR<0.1). Five targets, PIRF1 (AT1G52240), a Dof-type TF (AT1G69570), ALDH6B2 (AT2G14170), ANAC096 (AT5G46590) and ATBXL1 (AT5G49360) are no longer bound by bZIP1 but still show active upregulation (B, C), and five targets, a Chaperone DnaJ-domain superfamily protein (AT1G72070), FRK1 (AT2G19190), RIN4 (AT3G25070), ATHB2 (AT4G16780) and ATAIRP4 (AT5G58787) are no longer bound by bZIP1 but still show active downregulation (D, E). Please note that the two ChIP-Seq replications (B, D) and de novo transcriptomics (C, E) data were performed in independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

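Labeled RNA pulled down from Arabidopsis root protoplasts after 20 min with 4tU was measured on 11 ATH1 arrays, 6 of cells expressing bZIP1 (4tU-bZIP1) and 5 of cells with the empty vector (4tU-EV). The condition and replicate of every array were taken from the sample labels and the paper's methods. All 11 arrays were used, and the comparison of these groups is the only one that the series allows.

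The authors amplified the pulled-down RNA, hybridized it and normalized the arrays with GCRMA, whose version the submitters' processing notes do not give. The deposited table holds an intensity for each of 22810 probe sets and each array, on the linear scale, and the values of Dataset S1 equal those of the table to within a relative difference of 5.0e-06. Nothing was done to the intensities before log2 was taken, and no pseudocount was added. Of the probe sets, 64 were Affymetrix controls and 2230 had the same value on all arrays, and both kinds were left out.

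Gene names came from the table of the array platform, which pairs 13513 probe sets with 1 gene and 503 with several and does not list 8794. A further 118 names came from Dataset S1 alone. Probe sets with several genes were left out unless Dataset S1 pairs them with 1 gene, and 355 unnamed probe sets were left out because their suffix marks sequence shared between genes. Of the 19660 probe sets past these steps, the one with the highest mean was taken for each gene, which left 19524 features, 11884 with a gene name and 7640 without. Through this choice 281 of the 283 genes of Dataset S1 were read from the probe set that the study used and 2 from another. Before the data were examined the plan was to test probe sets with exactly 1 gene, and the unnamed probe sets were kept in the test because the tables at hand leave so many without a name. A test on the named ones alone was added after this was seen. Names that come from Dataset S1 alone favor the genes the study had called, so gene lists and overlaps with bound genes were tested on names from the platform only.

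The comparison was made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with their default settings), as 4tU-bZIP1 minus 4tU-EV on the log2 values, with Benjamini-Hochberg adjusted p under 0.1 as the threshold. For named genes, an exact two-sided permutation test of the difference of mean log2 values was run over all divisions of the arrays into groups of these sizes. Fisher's exact test was used for overlaps and shares. Lists of genes were tested with camera at a preset correlation of 0.01 and with fry, both from limma, at an adjusted p under 0.05 over the lists with at least 3 measured members. The other steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

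The tests, the lists and the alternatives were set before the data were examined, with the exceptions named here. The values per array of the 283 genes in Dataset S1 had been read before the lists and the rule for named genes were written. The genes named are those the paper names, up to 12 genes per direction with the largest change among those past the threshold, and up to 4 members of each list with the smallest p. The lists cover branched-chain amino acid catabolism, other amino acid catabolism, sugar starvation and darkness, nitrogen uptake and assimilation, NIN-like and nitrate-signaling regulators, group C and S1 bZIP factors, peroxisomal beta-oxidation, autophagy, pattern-triggered immunity, resistance genes and salicylic acid signaling, the MAP kinase cascade, early auxin response, abscisic acid response, the circadian clock, heat shock proteins, photosynthesis, cytosolic ribosomal proteins, root epidermis and root hairs, endodermis, stele and xylem, root cap and meristem, and reference genes. A member whose symbol could not be matched to its code was left out, which took 1 member from other amino acid catabolism, 6 from nitrogen uptake and 2 from the nitrate-signaling regulators.

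The alternatives set in advance were the methods' one-way test on log2 and on linear values, a rank product in Python with 1000 permutations, the union of the one-way test on log2 values and the rank product as the methods describe, limma with a mean-variance trend and robust prior, limma with array weights, an exact rank-sum test, an adjusted p under 0.05, centring each array on its median, quantile normalization, minimum mean log2 values of 5 and of a higher level that equals an intensity of 100, a floor of 16, all probe sets in place of 1 per gene, the replicate number as a block, each array left out in turn, other lists of bound genes, and camera with an estimated correlation. Those added after the data were seen were named probe sets only, replicates 1 to 5 without the block, a minimum mean of 5 with 4tU-bZIP1 replicate 1 left out, and the rank product with each array left out.

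Both kinds of test were tested on simulated data made from the means and spreads of these features. Among 100 features changed by 1 on the log2 scale limma recovered 24, among 100 changed by 2 it recovered 63, and it called 8 unchanged features. The rank product recovered 31 and 99 of these, but 322 of its 452 calls (71.2%) were unchanged features when every feature had its own spread, and it called 262 features when nothing was changed. With 1 common spread for all features, 9 of its 126 calls (7.1%) were unchanged. On the real arrays it called 103 features higher and 21 lower, fewer than the 262 with nothing changed. The simulation has normal scatter and no lowest value, so it does not match the real arrays. Its share of unchanged calls therefore does not carry over to them. How many of the real calls of the rank product are false is not known, and its counts are given only as an alternative.

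The precision is limited by the number of arrays. In every array between 26.2% and 30.1% of the probe sets had the lowest value of the table, and between 6643 and 7594 had an intensity of 32 or more. The methods' filters for genes affected by protoplasting and by cycloheximide rest on other experiments and were not repeated, and the ACGT boxes were taken from Dataset S1, because promoter sequences were not analysed here. Bound genes are the lists of 850 and 431 genes of the ChIP-Seq replications in Dataset S1, which share 300.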

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

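The tests of whether 1 array carries the fall of the repressed genes and of whether single bright arrays carry the rise of the induced genes were chosen after the values of Dataset S1 had been seen. In the search for outlying arrays, a single array was compared with the rest of its group in 66 groups, and chance alone marks about 1 in 20 of such groups.

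4tU-bZIP1 replicate 1 lay far from the other arrays. In the median correlation with the other arrays, its gap to the nearest array of its group was 0.829 of the group's range, and a principal component that holds 32.3% of the variance sets it at 146.2 where the other arrays lie between -17.7 and -7.9. A label put on cells without bZIP1 is argued against by 29 genes called without this array, in which its median position between the 4tU-EV mean (0) and the mean of the other 4tU-bZIP1 arrays (1) was 0.9 (quartiles 0.71 and 1.23). Scatter of dim transcripts alone is argued against by the 1953 brightest features, in which the SD of its deviations was 1.64 times the largest SD of any other array (95% bootstrap interval 1.51 to 1.75). A difference in the amount or the quality of the RNA of this sample stays open, and no biological explanation was tested, since its treatment is that of the other arrays of 4tU-bZIP1.

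The 168 genes listed as repressed lay lowest in the same array, so that this array could have carried their fall. Without 4tU-bZIP1 replicate 1 their median log2 fold change was -1.08, which is 0.85 of the -1.28 with all arrays, and without any other array of 4tU-bZIP1 it was between -1.37 and -1.25. The explanation that 1 array carries the fall is thus argued against for the list as a whole. The choice of the genes by the study on the same arrays stays open as a source of their common direction, and binding or repression by bZIP1 as the biological source cannot be separated from it with these arrays.

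Whether the rise of the 115 induced genes comes from 1 bright array per gene was tested because NLP3 and AT5G08350 were highest in replicate 1. If each gene were high in 1 array only, the median over the genes would stay near 4tU-EV in most arrays of 4tU-bZIP1. The lowest median in any of the 6 was 1.06 above the mean of 4tU-EV on the log2 scale, and the highest among the arrays of 4tU-EV was 0.16. This argues against 1 bright array per gene for the list as a whole, though not for single genes such as NLP3. The choice of the genes on these arrays stays open as a source of their common direction, and so does a rise through bZIP1.

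Other groups also held an array set far from the rest, given here as its gap to the nearest array over the range of the group. In 4tU-EV replicate 5, THA1 was highest (1.0, an intensity of 5.52 where the other arrays share the lowest value of the table), MCCA was lowest (0.794, an intensity of 197) and DIN10 was lowest (0.779, an intensity of 25.0). In 4tU-EV, DRT112 was highest in replicate 3 (0.848) and MGL was lowest in replicate 1 (0.793). In 4tU-bZIP1, ALDH6B2 was lowest in replicate 3 (0.693), ANAC096 was lowest in replicate 5 (0.642) and FRK1 was lowest in replicate 6 (0.715). In 4tU-bZIP1 replicate 1, ATAIRP4 was lowest (0.681) and AT5G08350 was highest (0.703, an intensity of 731).

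Among the features past the threshold, 15 that were higher and 1 that was lower are not in Dataset S1. Of the 15, 4 carry a gene name. These are AT5G66650 (log2 fold change 2.74, adjusted p = 0.0061 from limma), AT2G24130 (1.88, adjusted p = 0.097), AT3G54120 (1.83, adjusted p = 0.081) and AT1G02660 (1.25, adjusted p = 0.011), each higher in 6 of 6 arrays of 4tU-bZIP1 than in any array of 4tU-EV. The calls of AT2G24130 and AT3G54120 ended in 10 and 9 of the 11 fits without 1 array, and those of the other two in none. The 1 that was lower is AT3G15670.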

How the results depend on the processing

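None of the results followed across the settings changed direction. The counts of genes higher or lower include features without a gene name, except with named probe sets only. Replicates 1 to 5 without a block, named probe sets only, a minimum mean with replicate 1 left out, and the rank product without each array were added after the data were seen. The simulated changes of 1 on the log2 scale were mostly missed by limma. Of the 25 calls with a gene name, those of THA1, DIN10, MGL, AT2G24130, CRK3, DRT112, AT1G68440, AT3G54120, ALDH6B2, AT3G19390, GDH2, AT5G08350, MIOX2, AT5G33300 and AT3G15670 ended in 10, 10, 10, 10, 9, 9, 9, 9, 8, 8, 7, 6, 5, 5 and 2 of the 11 fits without 1 array, which test fewer arrays. The others ended in none. Where the values below differ from those at the claims, the cause was not tested unless a setting itself leaves out arrays or genes.

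With 1 array left out in turn, the genes higher numbered 17 to 30 (17, 18 and 19 without 4tU-bZIP1 replicates 5, 4 and 2, and 19 without 4tU-EV replicate 2) and the genes lower 1 to 11 (1 without 4tU-bZIP1 replicate 5, 11 without 4tU-EV replicate 5). Of the study's induced genes 7 to 15 passed and of its repressed genes 1 to 4, and of the stable induced, transient induced and transient repressed genes 2 to 5, 5 to 11 and 0 to 1. The THA1 log2 fold change was 1.19 to 1.42 and was past the threshold only without 4tU-bZIP1 replicate 1. MCCA passed in all of these fits (1.50 to 1.69) and NLP3 in none (0.85 to 1.74). The lists moved up numbered 1 to 2, with the list of other amino acid catabolism lost without 4tU-EV replicate 5 and without 4tU-bZIP1 replicate 2 or 4.

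The methods' one-way test on log2 values called 10 of the study's induced genes, 3 stable, 7 transient induced and 0 transient repressed genes, and the THA1 log2 fold change was 1.31 (adjusted p = 0.169). On linear values it called 17 genes higher and 2 lower, 10 induced and 5 transient induced genes, and the THA1 log2 fold change was 1.38 (adjusted p = 0.699) and the MCCA log2 fold change 1.64 (adjusted p = 0.107). Array weights, which gave 4tU-bZIP1 replicate 1 a weight of 0.0822, raised the counts to 66 higher and 27 lower, 36 induced, 14 repressed, 9 stable, 23 transient induced and 4 transient repressed genes, with 1 list moved up. An exact rank-sum test, whose smallest possible p is set by the number of arrays, called 0 in every one of these counts (884 features at an unadjusted p under 0.05), with THA1 at 1.31 and MCCA at 1.63 (both adjusted p = 0.506). An adjusted p under 0.05 left 21 genes higher, 9 induced, 2 stable, 7 transient induced and 0 transient repressed genes, and THA1 not past it at 1.31. Quantile normalization gave 8 stable genes, and centring each array gave 1 list moved up. A minimum mean log2 value of 5 gave 1 gene lower, 1 repressed and 0 transient repressed genes and the higher minimum mean gave 2 transient repressed genes. With a floor of 16, 7 genes were lower, 8 stable genes passed and THA1 was at 0.046 (adjusted p = 0.881), since most of its values lie under the floor. Named probe sets only gave 23 genes higher and 4 lower, within 1.5 times the counts at the claims. A minimum mean of 5 without replicate 1 gave 3 transient repressed genes.

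The rank product, which on simulated data with unequal spreads did not hold its threshold, called 103 genes higher and 21 lower, 78 induced, 19 repressed, 8 stable, 35 transient induced and 2 transient repressed genes, with an NLP3 log2 fold change of 1.48 (estimated share of false positives 0.0973). Its union with the one-way test on log2 values gave 106 and 23, 80, 20, 9, 36 and 2 in the same order, with NLP3 at 1.48. With 1 array left out in turn, run with 100 permutations and chosen after the data were seen, the rank product called 59 to 124 genes higher (59 without 4tU-bZIP1 replicate 2 or 5) and 5 to 35 lower (5 without 4tU-EV replicate 1, 35 without 4tU-bZIP1 replicate 1). With an estimated correlation camera moved 0 lists up. Searches of promoters for the ACGT core, the G-box and the C-box and for a shorter promoter were planned but not run, since they need genome sequence.

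Replicate numbers are shared by the groups, but arrays of the same number were not alike: after the group means were removed, their correlations were 0.01, 0.02, 0.02, 0.04 and 0.11, and only 4tU-bZIP1 replicate 5 correlated best with its own number, so the numbers do not show pairs. With the number as a block, replicates 1 to 5 gave 0 genes higher and 0 lower by limma (975 features at an unadjusted p under 0.05) and 0 of the induced, repressed, stable, transient induced and transient repressed genes. The THA1 log2 fold change was 1.38 (adjusted p = 0.444 from limma) and the MCCA log2 fold change 1.68 (adjusted p = 0.422 from limma). The same arrays without the block gave 23 higher and 5 lower, 11 induced and 3 stable genes, and THA1 was at 1.38 (adjusted p = 0.13 from limma).

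The overlap of genes called higher with genes bound by bZIP1 at 5 h, tested by Fisher's exact test, moved with the setting. Without 1 array the exact test gave p = 0.00472 to 0.303, under 0.05 only without 4tU-EV replicate 1, 2 or 5. The exact test gave p = 0.187 both for the genes called by the one-way test on log2 values and at an adjusted p under 0.05, p = 1.0 for the rank-sum test and for the block, where no genes were called, p = 0.129 with the minimum mean of 5 and p = 0.227 with the higher one. For replicates 1 to 5 without the block the exact test gave p = 0.189, and for the minimum mean of 5 without replicate 1 it gave p = 0.2. For the bound genes of replication 1 it stayed under 0.05 in every setting not listed so far, with p = 0.00227 for the rank product (6 of 47 genes, 1.37 by chance), p = 0.00122 for the one-way test on linear values and p = 0.00184 with array weights by the same exact test. With the bound genes of replication 2 and of both replications the exact test gave p = 1.0. For the overlap of genes called lower with genes bound by bZIP1 at 5 h in replication 2 the exact test gave p = 0.0282.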

Differences from the paper's values

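The paper's value for genes induced by bZIP1 is 115. At the same threshold of 0.1, 32 features were higher by limma, of which 11 carry no gene name. The methods' filters for protoplasting and cycloheximide effects were not applied. The counts here are of features, with or without a gene name, while the paper counts genes with unambiguous probes, so the sets are not alike. Of the alternatives set before the data were examined, 2 came within 1.5 times the paper's value, and none of the others did. They were the rank product (103 features) and its union with the methods' one-way test on log2 values (106 features). That union is the combination the methods describe. The rank product did not hold its threshold on simulated data with unequal spreads, though it called more features there than on the real arrays. Of the paper's 115 genes limma called 17, the rank product 78 and the union 80.

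For repressed genes the paper's value is 168, and 4 were lower by limma. No alternative came within 1.5 times the paper's value. On all arrays the highest count was 27, with array weights, and the union gave 23. The rank product without 4tU-bZIP1 replicate 1, chosen after the data were seen, gave 35. Of the paper's 168 genes limma called 3, array weights 14, the rank product 19 and the union 20. For both directions together the paper's value is 283, against 36 by limma and 129 by the union. The rank product without 4tU-bZIP1 replicate 1 gave more, 124 higher and 35 lower, and no alternative came within 1.5 times of the paper's value.

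Of the paper's 14 stable induced genes, 5 passed by limma and at most 9, by the union and with array weights, so that no alternative came within 1.5 times the paper's value. Of the paper's 46 transient induced genes, 12 passed by limma. The rank product (35) and the union (36) came within 1.5 times the paper's value, and the other alternatives did not. Of the paper's 27 transient repressed genes, 1 passed by limma, and the highest counts were 4 with array weights and 3 with a minimum mean log2 value of 5 and replicate 1 left out, an alternative chosen after the data were seen. None came within 1.5 times the paper's value. Stable and transient genes were not counted in the rank product without each array, so the highest counts in this paragraph leave those runs out.

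The paper marks NLP3 as past an FDR of 0.1 in Fig. 4b. The NLP3 log2 fold change of 1.48 had an adjusted p of 0.85 by limma. Of the settings in which single genes were looked up, the rank product and the union called it (estimated share of false positives 0.0973). The same figure marks THA1 and MCCA, which passed by limma too, and the means of these 3 genes equal those of Dataset S1. Figure S4 presents 10 further transient targets as changed in 4tU-labeled fractions. Their directions by limma were those the paper gives in all 10, and ALDH6B2 alone passed the threshold. It did not pass by the one-way test on log2 values (adjusted p = 0.126, ALDH6B2 log2 fold change 1.03), by the rank product (0.164), by the union of these or by limma with a trend and robust prior (adjusted p = 0.106). The Dof gene AT1G69570 (Dof-type TF log2 fold change 1.70) passed with array weights (adjusted p = 0.0996), by the rank product and the union (0.00543) and, chosen after the data were seen, with a minimum mean and replicate 1 left out (adjusted p = 0.0402). ATBXL1, with an ATBXL1 log2 fold change of 1.32, passed by the rank product and the union (0.0568). FRK1, with an FRK1 log2 fold change of -1.06 by limma on all arrays, passed with array weights (adjusted p = 0.0584) and without 4tU-bZIP1 replicate 6 (adjusted p = 0.0428). The other 6 passed in none of the settings in which single genes were looked up. The rank product without each array is not among these.

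The number of repressed genes in the paper exceeds that of induced genes. Every setting that called genes counted more genes higher than lower.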

Other observations

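Of 19 genes listed for low sugar and darkness, 1 could be read by a platform name and 3 by a name from Dataset S1. Of those read, 1 passed the test. The list was too small to be tested as a list, and the genes that could not be read leave its response open. DIN10, SEN1 and DIN2, a beta-glucosidase gene induced in darkness, are named through Dataset S1, which favors changed genes, and of these DIN10 passed by limma, while DIN2 had a log2 fold change of 0.81 (adjusted p = 0.10). The member of that list named on the platform, AKINBETA1, had 0.57 (adjusted p = 0.85). Of the photosynthesis list, LHCB4.1 (0.07) and RCA (0.11) did not pass, and of its members named through Dataset S1, DRT112 passed and LHCB2.3 had a log2 fold change of 2.07 (adjusted p = 0.85). Of peroxisomal beta-oxidation genes, AIM1 (0.63) and ICL (0.17) did not pass, nor did ACX2, named through Dataset S1. Among clock genes, GI had 0.49 (adjusted p = 0.85).

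No common shift was found by camera in the lists of autophagy, pattern-triggered immunity and early auxin response. Of 9 autophagy genes, such as ATG8H (log2 fold change -0.64) and ATG8C (0.46), none was past the threshold, nor adjusted over the list alone (camera adjusted p = 0.601). Of 5 genes of pattern-triggered immunity, among them WRKY53 (-0.26) and the receptor gene EFR (-0.65), none was, again also when adjusted over the list alone (adjusted p = 0.601). Of 8 early auxin response genes none passed across all genes, while adjusted over the list alone GH3.3 and GH3.1 (0.70) were higher and LBD16 (-1.29) was lower, and the list had a median of -0.10 though camera gave it the direction up (adjusted p = 0.819). Neither 4 cytosolic ribosomal protein genes (median 0.03, adjusted p = 0.876) nor 4 reference genes (median 0.23, adjusted p = 0.601) held a called gene, and of the ribosomal list ATARCA, named through Dataset S1, did not pass either.

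The lists with fewer than 3 measured members were not tested as lists. Their members did not pass, which were bZIP44 (-0.15) and BZIP53 of the group C and S1 bZIP factors, ATMPK8 (0.29) and ATMPK13 (0.62) of the MAP kinases, COR15A (0.13) and COR47 (-0.11) of the abscisic acid response, ATHSP22.0 (-0.30) of the heat shock proteins, and SAG101 (-0.25) of resistance and salicylic acid signaling, whose members RIN4, FMO1 and WRKY75 are named through Dataset S1 and did not pass either. Markers of root cell types were hardly covered, with EXPA7 (0.57) and EXPA18 of the epidermis, GSO1 (-0.41) of the endodermis and LHW (0.08) of the stele. MYB66, an epidermis gene named through Dataset S1, had 1.19 (adjusted p = 0.85). None of the lists of nitrogen uptake and of the root cap had a measured member with a name from the platform.

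Whether other divisions of the 11 arrays into 6 and 5 give as many genes was tested, with the real one included. By limma 1 of 100 divisions, the real one, gave as many genes higher as the 32 found, and the highest of the others gave 8. For genes lower it was again 1 of 100, with 4 in the real division and 1 as the highest of the others. Neither count was reached by another division drawn. The other divisions mix arrays of 4tU-bZIP1 and 4tU-EV, so real changes widen the spread within their groups. In the simulation limma called 8 unchanged features, so the 4 falls may hold chance calls. By the rank product, run here with 20 permutations per division, 4 of 50 divisions gave as many genes higher as the real one (109, with 162 as the highest of the others), and 3 of 50 gave as many genes lower (24, with 29 as the highest). The other divisions that gave 117, 162 and 111 genes higher held 4tU-bZIP1 replicate 1, the array that stood apart, in the group of 5. With that array in the group of 6, as in the real division, the highest of the others was 49. The divisions therefore do not decide whether chance gives as many genes higher by the rank product. Chance is not excluded for its counts.

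A component that holds 13.8% of the variance sets 4tU-EV replicate 5 (-63.2) and 4tU-bZIP1 replicates 5 and 6 (-32.5 and -41.9) apart from the other arrays, which lie between -1.8 and 35.4. The labels name no date or batch for these arrays.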
